# Biologically active substances-enriched diet regulates gonadotrope cell activation pathway in liver of adult and old rats

**DOI:** 10.1007/s12263-014-0427-1

**Published:** 2014-08-26

**Authors:** Hanna Oszkiel, Jacek Wilczak, Michał Jank

**Keywords:** Rat, Liver, Biologically active substances, Genes expression, GnRH

## Abstract

According to the Hippocrates’ theorem “Let food be your medicine and medicine be your food”, dietary interventions may induce changes in the metabolic and inflammatory state by modulating the expression of important genes involved in the chronic disorders. The aim of the present study was to evaluate the influence of long-term (14 months) use of biologically active substances-enriched diet (BASE-diet) on transcriptomic profile of rats’ liver. The experiment was conducted on 36 Sprague–Dawley rats divided into two experimental groups (fed with control or BASE-diet, both *n* = 18). Control diet was a semi-synthetic diet formulated according to the nutritional requirements for laboratory animals. The BASE-diet was enriched with a mixture of polyphenolic compounds, β-carotene, probiotics, and n-3 and n-6 polyunsaturated fatty acids. In total, *n* = 3,017 differentially expressed (DE) genes were identified, including *n* = 218 DE genes between control and BASE groups after 3 months of feeding and *n* = 1,262 after 14 months. BASE-diet influenced the expression of genes involved particularly in the gonadotrope cell activation pathway and guanylate cyclase pathway, as well as in mast cell activation, gap junction regulation, melanogenesis and apoptosis. Especially genes involved in regulation of GnRH were strongly affected by BASE-diet. This effect was stronger with the age of animals and the length of diet use. It may suggest a link between the diet, reproductive system function and aging.

## Introduction

The influence of diet on human health has been studied for a long time. In the fourth century BC, Hippocrates already stated: “Let food be your medicine and medicine be your food”. This theory was again recalled in the nineteenth century thanks to Ludwig Feuerbach who wrote “Man Is What He Eats”. Today’s scientific knowledge confirms the words of these great scientists. Recent studies have shown that our diet is an important factor which could contribute not only to the development but also to the inhibition of chronic diseases, including osteoporosis, diabetes, cancer, atherosclerosis, cardiovascular disease, neurodegenerative diseases and obesity (Virmani et al. 2006, 2013; Joseph et al. 2009; Lillycrop and Burdge 2012). It is possible due to nutritional factors, which may induce epigenetic changes also via direct influence on gene expression (Alam et al. 2012). In the late twentieth century, Nancy Fogg-Johnson and Alex Meroli created a new term which combines two fields of science: nutrition and genetics, named nutrigenomics. The aim of nutrigenomics is to study how various food ingredients affect the expression of specific genes and therefore provide tools to understand and control the worldwide epidemic of specific chronic diseases. It has been proven that these diseases more often arise from dysfunctional biological networks, instead of single common gene mutation (Liu et al. 2010; Ferguson et al. 2007a, b; Astley 2007).

Dietary interventions may induce changes in the metabolic and inflammatory state by modulating the expression of important genes involved in the chronic disorders (Lottenberg et al. 2012). This particularly applies to biologically active substances which have a protective influence on the body. For example, recent studies have shown that polyunsaturated fatty acids (PUFA) downregulate ATP-binding cassette transporter A-1 (ABCA-1), which results in reductions in HDL-C concentrations. PUFA suppress the liver X receptor/retinoid X receptor (LXR/RXR) gene responsible for ABCA-1 synthesis, which is a transporter involved in the HDL formation (Uehara et al. 2007). Furthermore, PUFA modulate expression of several genes involved in oxidative processes (such as PPAR-α), while impairing the sterol-regulatory element binding proteins (SREBPs) involved in lipogenesis (Hannah et al. 2001). A different study demonstrated that diet enriched with anti-inflammatory mixture containing resveratrol, green tea extract, α-tocopherol, vitamin C, omega-3 polyunsaturated fatty acids and tomato extract affected genes involved in inflammatory processes, oxidative stress and metabolism (Bakker et al. 2010). Also various dietary components including omega-3 fatty acids, plant flavonoids and carotenoids have been demonstrated to modulate gene expression, by decreasing iNOS and COX-2 gene expression induced by gliadin in RAW 264.7 macrophages stimulated with IFN-γ. Therefore, these compounds could preserve intestinal barrier integrity, play a protective role against toxicity of gliadin peptides and have a role in nutritional therapy of, for example, celiac disease (Ferretti et al. 2012; De Stefano et al. 2007).

Taking the latest data from the fields of nutrigenomics into consideration, the aim of the present study was to evaluate the influence of long-term (14 months) use of biologically active substances-enriched diet (BASE-diet) containing the mixture of polyphenolic compounds, β-carotene, probiotics and n-3 and n-6 polyunsaturated fatty acids on transcriptomic profile of rats liver. However, in the present study we did not want to investigate the mechanisms of action of the individual components, as these are already known. The main emphasis has been placed on the possible cumulative action of these compounds in the situation when they were added simultaneously as ingredients of semi-synthetic diet. Since 14-month period in case of rats is more than half of their life’s span, the obtained results could be of great value.

## Materials and methods

### Animal and diets

Experiment was carried out on thirty-six 8-week-old male Sprague–Dawley rats (Charles River Laboratories, Germany). The experiment was performed with the approval of the local ethical committee. Rats were kept in individual cages. Water and food were available ad libitum. The environment was regulated at 22 ± 0.5 °C, air humidity of 50 % on a 12 h/12 h L/D photoperiod throughout the entire experiment. The body weight and the feed consumption were recorded weekly. Animals were divided into two groups: a control group (*n* = 18) and an experimental group (*n* = 18).

Rats from both groups were receiving for 14 months semi-synthetic diets (control and BASE-diet) formulated according to the nutritional requirements for laboratory animals (NRC 1995) and are described in Table 1. Application of the semi-synthetic diet allowed the elimination of the additional impact of biologically active compounds contained in commercially available diets. BASE-diet was additionally enriched with the following biologically active compounds: 6 % of salmon fat replacing lard (to increase the level of unsaturated fatty acids), 8 % of hydrolysed water extract from small-leaved linden (*Tilia* *cordata*) inflorescence (as a source of antioxidant compounds), 8 % of puree from giant pumpkin (*Curcubita* *macima*) (the source of beta-carotene) and 1 % of two strains of bacteria with documented probiotic activity: *Lactobacillus* *acidophilus* LA-5 and *Bifidobacterium* *animals* ssp. *lactis*. The dry matter content of both diets was the same. Exact composition of macronutrients, micronutrients and vitamins mixtures included in the experimental diets is presented in Table 2.

**Table 1:** Composition of diets used for 14-month-long feeding of rats

	Control diet (g/kg diet)	BASE-diet (g/kg diet)
Rapeseed oil	10.0	20.0
Salmon fat	0.0	60.0
Lard	90.0	20.0
Hydrolysed water extract from linden (*Tilia cordata*) inflorescence	0.0	80.0
Puree from pumpkin (*Cucurbita maxima*)	0.0	80.0
Probiotic (LA5/BB12)	0.0	1.0
Mixture of macronutrients	36.3	36.3
Mixture of micronutrients	0.5	0.5
Mixture of vitamins	10.0	10.0
l-methionine	2.2	2.2
Casein	200.0	200.0
Wheat starch	482.0	465.0
Potato starch	10.0	10.0
Water	144.0	0.0
Saline	15.0	15.0

**Table 2:** Composition of the mixtures of macronutrients, micronutrients and vitamins used in control and BASE-diet fed to rats for 14 months

Macronutrients mixture composition (g/kg of mix)	
CaHPO_4_ × 2H_2_O	27.89
K_2_HPO_4_	2.43
NaCl	0.92
K_2_SO_4_	2.04
CaCO_3_	0.63
Na_2_HPO_4_ × 12H_2_O	1.61
MgO	0.75
Micronutrients mixture composition (g/kg of mix)	
C_3_H_4_(OH)(COO)_3_Fe x 3H_2_O	3.76
Zn(CH_3_COO)_2_ × 2H_2_O	0.79
MnCO_3_	2.34
Cu(CH_3_COO)_2_ × H_2_O	0.5
KJ	0.004
C_3_H_4_(OH)(COOH)_3_	*ad* 100 g
Vitamins mixture composition (mg/kg of mix)	
Vitamin A	0.69
Vitamin D_3_	0.5
Vitamin E	98.2
Para-aminobenzoic acid	100.0
Inositol	100.0
Niacin	40.0
Ca-pantothenate	40.0
Vitamin B_2_	8.0
Vitamin B_1_	5.0
Vitamin B_6_	5.0

The content of biologically active substances in feed was measured as follows. The fatty acid content was determined both in the raw ingredients and in the feed samples using gas chromatography (Table 3). Quantitative analysis of the total polyphenolic compounds in the hydrolysed water extract from small-leaved linden inflorescence was made using the method with Folin reagent (1 N) in the presence of Na_2_CO_3_ (20 %). The analysis of beta-carotene and other carotenoids content was performed using high-performance liquid chromatography coupled with electrochemical detection (HPLC–ECD).

**Table 3:** The fatty acid profiles in control and BASE-diets

Fatty acids	Control diet	BASE-diet
Saturated (%)	32.70	17.24
Monounsaturated (%)	32.44	30.75
Polyunsaturated (%)	10.43	18.32
20:5 n-3 (%)	0.02	2.10
22:6 n-3 (%)	0.02	3.60
Sum of n-3 fatty acids (%)	2.90	9.02
Sum of n-6 fatty acids (%)	7.54	9.42

After 3 and 14 months of experiment, animals from each experimental group (*n* = 9) were euthanized by exsanguination under general anaesthesia with the isoflurane. Liver samples from six randomly selected rats from each group were taken.

### Microarrays

Liver samples were frozen with liquid nitrogen immediately after collection and stored at −80 °C until extraction. Total RNA was extracted with RNeasy Lipid Tissue Mini Kit (Qiagen, Germany) following the manufacturer’s recommended protocol. Subsequently, potential genomic DNA contamination was eliminated using Deoxyribonuclease I Amplification Grade (Sigma, USA) and RNeasyMinElute Cleanup Kit (Qiagen, Germany). RNA quantity and quality was measured using NanoDrop 2000 (NanoDrop Technologies, USA) and Bioanalyzer (Agilent Technologies, USA). To ensure optimal data quality, only RNA samples with RIN number ≥8.8 were included in the analysis.

The analysis of gene expression profile was performed using SurePrint G3 Rat Gene Expression Microarray, 8 × 60 K (Agilent Technologies, USA). The Low Input Quick Amp Labeling Kits (Agilent, USA) was used to amplify and label target RNA to generate complementary RNA (cRNA) for oligo microarrays used in gene expression profiling. Experiment was performed using a common reference design, where the common reference was RNA from 10-week-old healthy rats not participating in the experiment, housed for 2 weeks in the same room with experimental rats. On each two-colour microarray, 300 ng of cRNA from the control rats (labelled by Cy3) and 300 ng of cRNA from the rats fed with BASE-diet (labelled by Cy5) were hybridized. Microarray hybridization was performed with the Gene Expression Hybridization Kit (Agilent Technologies, USA), according to the manufacturer’s protocols. RNA Spike In Kit (Agilent Technologies, USA) was used as an internal control. In total, 24 microarrays, one for each animal, were done. Acquisition and analysis of hybridization intensities were performed using an Agilent DNA microarray scanner. The final analysis was carried out on 22 microarrays, which passed through the Agilent Feature Extraction’s and the Gene Spring’s control (one microarrays from the control group after 3 months of experiment and one from the experimental group after 3 months of experiment were rejected due to insufficient quality).

### Signal detection and statistical analysis

Data were extracted and background was subtracted using the standard procedures contained in the Agilent Feature Extraction (FE) Software version 10.7.3.1. FE performs also Lowess normalization. The statistical analysis was performed using Gene Spring 12 software (Agilent, USA). The samples underwent quality control and the results showed that each sample had similar QC metric profile. The next step was filtering probe sets by flags to remove poor-quality probes (absent flags). The statistical significance of the differences was evaluated using one-way ANOVA and Tukey’s HSD post hoc test (*p* < 0.05). A multiple testing correction was performed using Benjamini and Hochberg False Discovery Rate (FDR) <5 %. Microarray data were deposited at the Gene Expression Omnibus data repository under the number GSE51657 according to the MIAME requirements.

To identify the list of signalling pathways, the microarray data were analysed using Pathway Studio 6.0 (Ariadne Genomics).

### Real-time PCR

To verify microarray results, the expressions of three randomly selected genes (GPX1, IRF7 and PRODH) were measured using real-time PCR method. The sequences of these genes were obtained from Ensembl database. Primers were designed using Primer-Blast software (NCBI database) and then checked for secondary structures using Oligo Calculator (free on-line access). The secondary structures of the amplicon were examined using m-fold Web Server (free on-line access). As a house keeping gene ACTB were used (Huang et al. 2013; Wang et al. 2013). The sequences of the primers are listed in Table 4.

**Table 4:** Primer sequences for real-time PCR verification of microarray results

Gene’s name	NM number	Sense primer (5′–3′)	Antisense primer (5′–3′)
Tested genes			
GPX1	NM_030826.2	CCTAAGGCATTCCTGGTATC	CCATCTGAGGGGATTTTTCT
IRF7	NM_001033691.1	GTCTAGCACCAATAGTCTCTAC	AAGGTCCACTAGAGATGACA
PRODH	NM_001135778.1	CACAGGTGCCTTAACTATGTTC	TAACTCCTTCATCCTGCACAAC
Reference gene			
ACTB	NM_031144.3	CCCACACTGTGCCCATCTAT	AAGGGTGTAAAACGCAGCTC

cDNA was synthesized using Enhanced Avian HS RT-PCR Kit (Sigma-Aldrich, St. Louis, Missouri). All analyses were performed on individual samples of total RNA using a Brilliant III Ultra-Fast SYBR Green QPCR Master Mix kit (Agilent Technologies, USA) following the manufacturer’s protocol. Each sample was tested 3 times in a Stratagene Mx3005P Quantitative PCR instrument for RT-PCR. The relative expression of the target gene was calculated according to the following formula:

$$\Delta \varDelta {\text{CT}} = \Delta {\text{CT}}\left( {\text{sample}} \right) - \Delta {\text{CT}}\left( {\text{normal}} \right)$$

where ΔCT is the difference in CT between the targeted gene and housekeeping controls by minimizing the average CT of the controls. The fold-change calculated as: 2^−ΔΔCT^ (Livak and Schmittgen 2001).

## Results

There was no difference in initial body weight and liver to body weight ratio among all experimental groups. Over the course of the 14-month study, all animals gained body weight in a time-dependent manner, regardless the treatment (Figs. 1, 2). There was also no difference in the amount of diet eaten between control and experimental rats (Fig. 3). Earlier published data showed that there were no statistically significant differences between control and BASE-diet groups in blood morphology parameters as well as biochemical liver function parameters (Oszkiel et al. 2014).

**Fig. 1:**
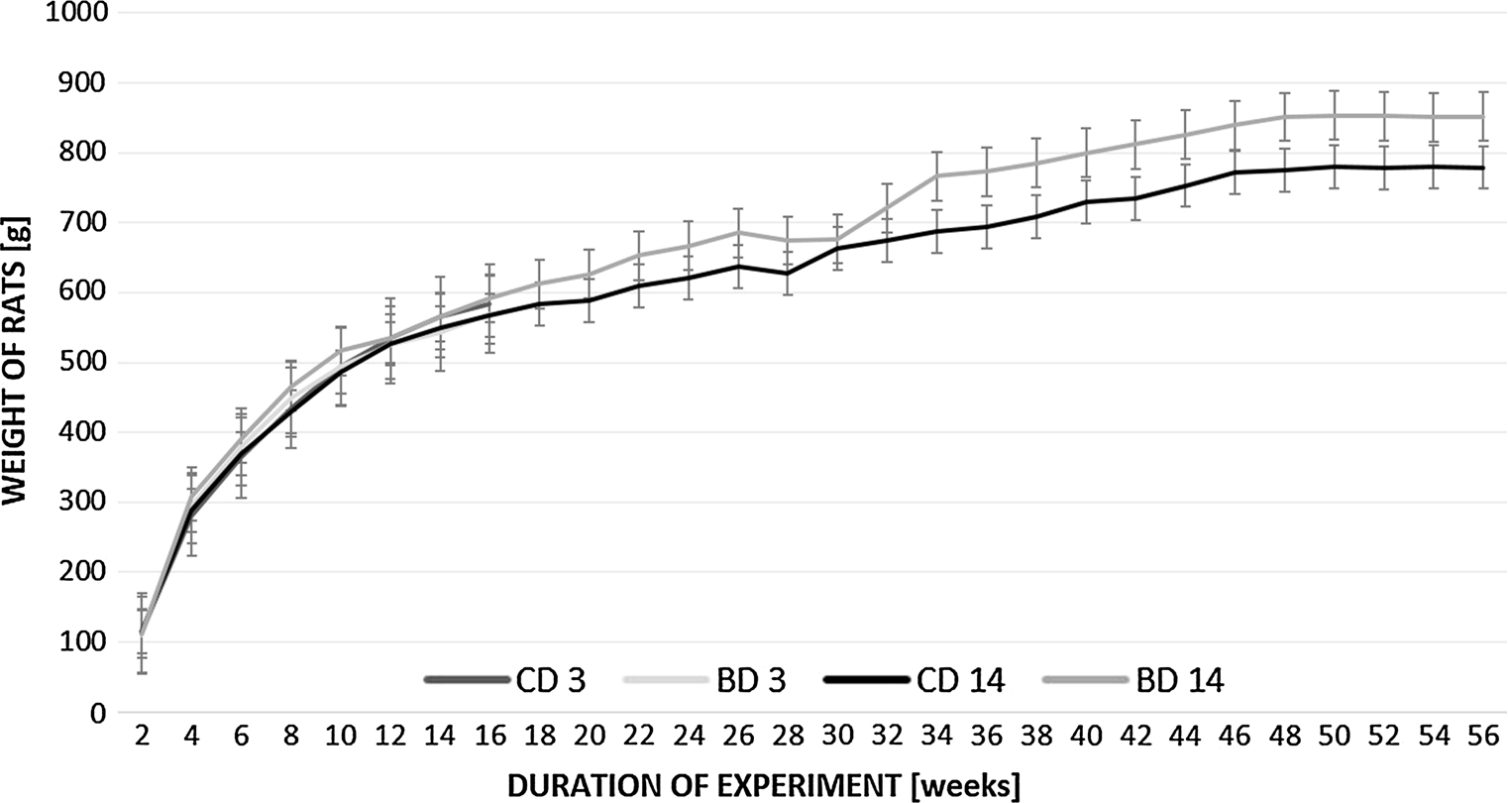
Weight of rats participating in the experiment. CD 3—rats from control group after 3 months of experiment; BD 3—rats from BASE group after 3 months of experiment; CD 14—rats from control group after 14 months of experiment; BD 14—rats from BASE group after 14 months of experiment

**Fig. 2:**
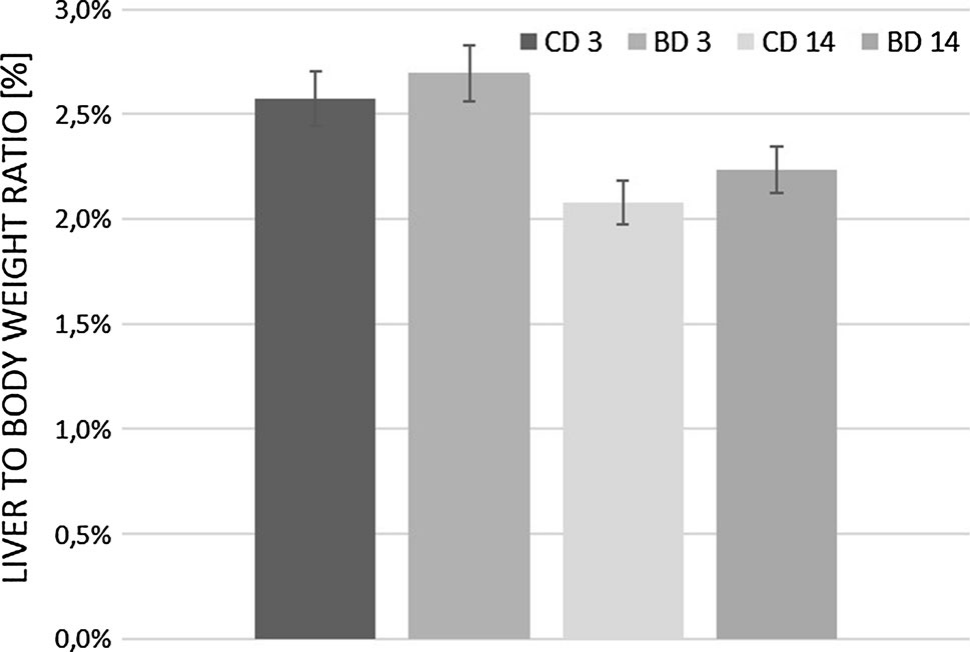
Liver to body weight ratio (%). CD 3—rats from control group after 3 months of experiment; BD 3—rats from BASE group after 3 months of experiment; CD 14—rats from control group after 14 months of experiment; BD 14—rats from BASE group after 14 months of experiment

**Fig. 3:**
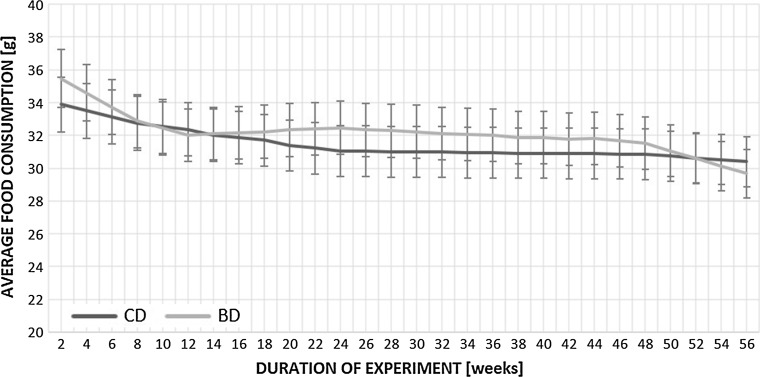
Average food consumption [g] of rats participating in the experiment. CD—rats from control group; BD—rats from BASE group

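Liver RNA of 22 rats was compared on Agilent two-colour rat microarrays, each rat against a common reference RNA. The labels of the arrays give Cy5 for the rat and Cy3 for the common reference on every array, while the methods name Cy3 for the control rats and Cy5 for the rats fed with BASE-diet. The labels were followed here, and no dyes were swapped. On BD 3 rat 5, CD 14 rat 3 and BD 14 rat 6, a list of pancreas genes stood higher in Cy3. Relative to the mean of the arrays, its log2 value was at least 2.65 there and at most 0.45 on the other 19. The reference may thus not have been identical on every array. The groups held 5 rats fed with control diet and 5 fed with BASE-diet for 3 months (CD 3 and BD 3), and 6 rats on each diet for 14 months (CD 14 and BD 14). Each array had 62976 spots, of which 58717 were not controls, and these represented 30367 probes. The authors deposited the output of the Agilent Feature Extraction software for every spot, in which the background had been subtracted and the dyes had been normalized by Lowess. From there, the software's log10 ratio of Cy5 to Cy3 was turned to log2, control spots and non-uniform spots were left out, and the spots of one probe were averaged. A probe counted as well above background on an array when at least 0.5 of its spots carried that flag in Cy5. The 19434 probes (64.0% of the non-control probes) that were well above background on every array of at least 1 group were tested.

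The signal over background differed between arrays. The share of spots well above background in Cy5 had a median of 66.4% in CD 3 (52.4–93.6%), 70.2% in BD 3 (67.5–92.4%), 69.0% in CD 14 (67.3–90.6%) and 71.0% in BD 14 (69.1–74.3%). The median Cy5 signal after background subtraction lay between 21.8 and 488 over the 22 arrays. The precision of a comparison depends on this signal and on the spread between rats, and the median residual SD of a probe within groups was 0.517 on the log2 scale. The arrays lay on 5 slides, each scanned on a day of its own. Slide A held 3 BD 3 and 3 CD 14 arrays, slide B 2 BD 3 arrays and 1 CD 3 array, slide C all 6 BD 14 and 2 CD 14 arrays, slide D 3 CD 3 arrays, and slide E 1 CD 3 and 1 CD 14 array. Without regard to diet or time, 581 probes differed between the slides at an adjusted p under 0.05. Groups were compared with limma over all 4 groups, with Benjamini-Hochberg adjustment over the probes tested. Choices that could change the numbers include the detection filter, the use of the reference channel and whether the slide enters the fit. The weighting of arrays by quality and the leaving out of single arrays could change them too.

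**Figure D1:**
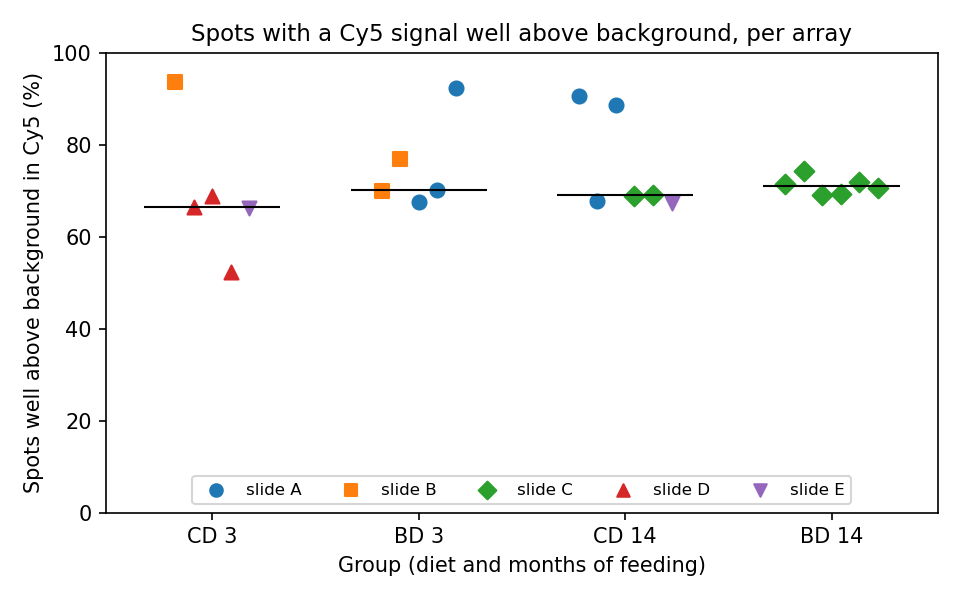
Share of non-control spots with a Cy5 signal well above background (%, vertical axis) on each of the 22 arrays, by group (horizontal axis). Each point is an array, its colour and shape give the slide, and the black lines are the group medians. The 6 BD 14 arrays sit between 69.1% and 74.3% on 1 slide, while 1 CD 3, 1 BD 3 and 2 CD 14 arrays lie above 88%.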

The consecutive steps of microarray data analysis have been presented in Fig. 4. Analysis started from identification of all differentially expressed (DE) genes in whole experiment and was conducted using ANOVA in Gene Spring software. 

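By limma's moderated F test, 5 probes differed among the groups at an adjusted p under 0.05, and 2036 had an unadjusted p under 0.05. These probes, named only after their values were seen, report Lrp5, Isg15, LOC686921, Nrg1 and Acot1. The Lrp5 probe (A_64_P095068, chromosome 1, 206102758 to 206102817 of the rat build rn4) had the smallest adjusted p, 0.0182. Its log2 ratio to the reference was 1.06 ± 0.50 (SD, n = 5) in CD 3, 0.45 ± 0.44 (SD, n = 5) in BD 3, −0.00 ± 0.45 (SD, n = 6) in CD 14 and −0.92 ± 0.24 (SD, n = 6) in BD 14. The interferon-stimulated gene Isg15 (A_44_P1013314, chromosome 5, 173034674 to 173034733) went from −0.64 ± 0.67 in CD 3 and −0.39 ± 0.68 in BD 3 to 1.02 ± 0.55 in CD 14 and 1.69 ± 0.55 in BD 14, with an adjusted p of 0.0200. The thioesterase gene Acot1 (A_42_P548410, chromosome 6, 108049691 to 108049750) separated the diets, with −1.95 ± 0.57 in CD 3 and −2.67 ± 1.15 in CD 14 against 0.59 ± 0.84 in BD 3 and 0.64 ± 1.41 in BD 14 (adjusted p 0.0342). The adjusted p of Nrg1 was 0.0323 and that of LOC686921 was 0.0300.

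The count depended on the arrays and on the channel used. With each array left out in turn it lay between 0 and 140, the highest without CD 3 replicate 5. In the Cy5 channel alone, without the ratio to the reference, 192 probes passed. Of the 5 probes above, Lrp5 (adjusted p 0.114 by limma's F test) and Nrg1 (0.0584) did not pass there, and the other 3 did. With another background correction (normexp and loess), Nrg1 (0.191) and LOC686921 (0.0699) did not pass by the same test. The methods' F test on the log2 ratios gave 1 probe after Benjamini-Hochberg adjustment and 2083 at an unadjusted p under 0.05. With the slide as a block, the 5 probes had adjusted p between 0.241 and 0.739, and 1 other probe passed.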

In total, *n* = 3,017 DE genes were identified. Then, using Tukey’s HSD post hoc test the lists of differentially expressed genes between experimental groups were identified (Table 5). This analysis revealed *n* = 218 differentially expressed genes between control and BASE groups after 3 months of feeding, and *n* = 1,262 differentially expressed genes between control and BASE after 14 months of feeding. These two sets of differentially expressed genes were considered as diet-induced genes since the differences in expression resulted only from the diet fed to the animals.

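Between the rats that differed in both diet and time, limma called 61 probes in BD 14 against CD 3, of which 47 were higher in BD 14, and 3323 probes had an unadjusted p under 0.05. CD 14 against BD 3 gave 0 probes at an adjusted p under 0.05 and 780 at an unadjusted p under 0.05. Tukey's HSD, applied to the probes that passed the methods' F test on the same values, gave 1 and 0 probes. The first count rested on single arrays: it was 3 without CD 3 replicate 4 and 1411 without CD 3 replicate 2. In the Cy5 channel alone it was 810, and with the slide as a block it was 0, where CD 14 against BD 3 gave 1 probe.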

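In the scanner values, limma called 0 probes between BD 3 and CD 3 and 0 between BD 14 and CD 14 at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 1381 probes at 3 months and 893 at 14 months. Tukey's HSD after the methods' F test gave 0 probes at 3 months and 1 at 14 months, the latter lower in BD 14. At 3 months, the Cy5 channel alone gave 262 probes, 177 of them higher in BD 3, and leaving out CD 3 replicate 5 gave 93. At 14 months, the highest count was 4, with arrays weighted by their quality. Data were simulated with the within-group SD of each probe and 200 of 19434 probes changed. The simulated noise was independent between probes, equal on all arrays and without slide differences. At 3 months the test recovered 25% of changes of 1 on the log2 scale and 81% of changes of 2, and at 14 months 34% and 92%. The real arrays differed by slide and in quality, with weights from 0.18 (CD 3 rat 4) to 1.95 (BD 14 rat 1). The shares recovered may therefore be too high for the real data.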

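The diet groups were spread unevenly over the slides. At 14 months all BD 14 arrays shared a slide with CD 14 rats 4 and 5, and the other 4 CD 14 arrays lay on other slides. At 3 months only slide B held arrays of both diets. With the slide as a block, limma again called 0 probes in each diet comparison, with 2147 probes at an unadjusted p under 0.05 at 3 months and 1516 at 14 months. On the slide of the BD 14 arrays alone, 6 BD 14 against 2 CD 14 arrays gave 0 probes at an adjusted p under 0.05 and 2188 at an unadjusted p under 0.05. That comparison was chosen after seeing the data. The paper considers the differences between diets at the same time as resulting only from the diet.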

**Fig. 4:**
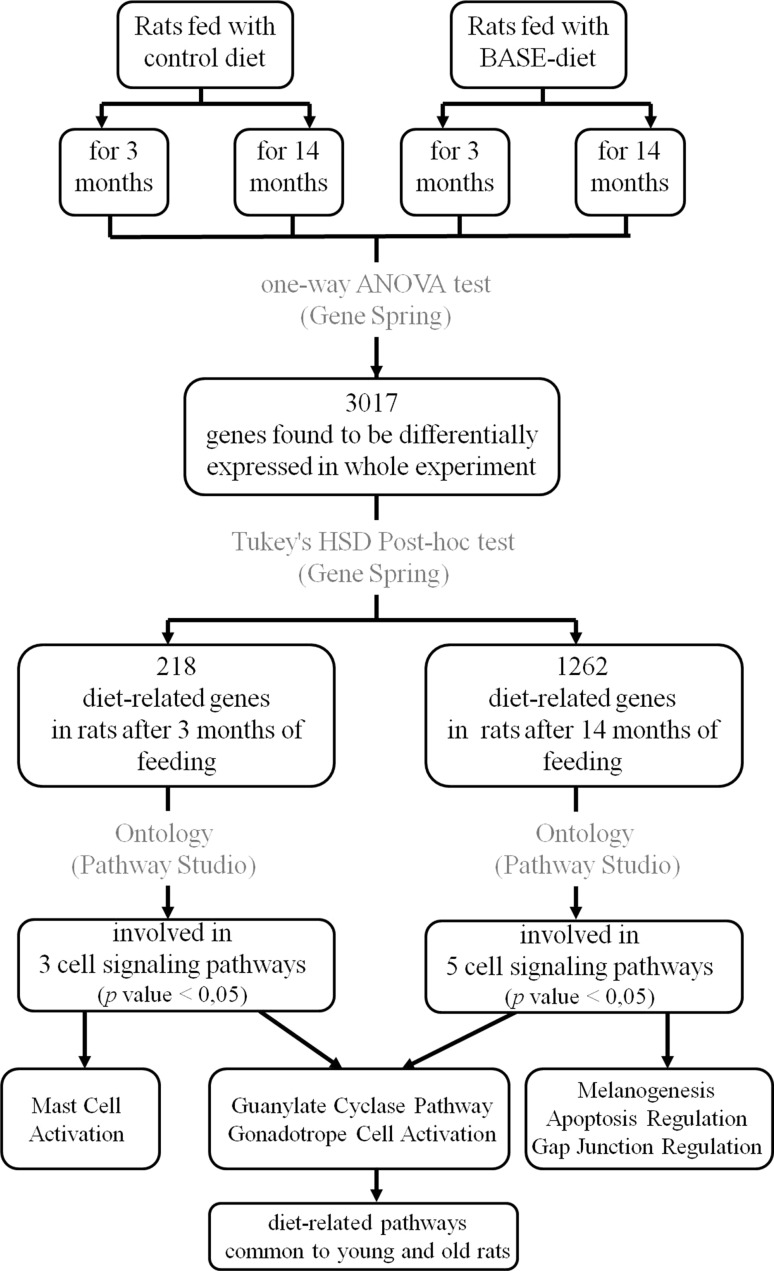
The analysis diagram of the data obtained in the experiment

**Table 5:** The number of differentially regulated genes between each experimental group (total number of differentially regulated genes *n* = 3,017)

Group name^a^	CD 3	BD 3	CD 14	BD 14
CD 3	3,017	218	282	2,264
BD 3	–	3,017	142	2,255
CD 14	–	–	3,017	1,262
BD 14	–	–	**–**	3,017

^a^CD 3—rats from control group after 3 months of experiment; BD 3—rats from BASE group after 3 months of experiment; CD 14—rats from control group after 14 months of experiment; BD 14—rats from BASE group after 14 months of experiment

Each of the two data sets was analysed using Pathway Studio 6.0 (Ariadne Genomics) software in order to identify statistically significant Ariadne Cell Signalling Pathways in which differentially expressed genes were involved (based on Gene Ontology). 

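The 22 genes that the paper lists in Table 6 were all found among the array's gene names, 2 of them (CYP2B6 and CYP4A11) through a synonym that is doubtful, and each gene was represented by its probe with the highest mean Cy5 signal. Of these genes, 12 were well above background on all 10 arrays of CD 3 and BD 3, and 17 passed the detection filter, the doubtful matches among both, and neither match is among the genes with an unadjusted p under 0.05. Limma called 0 of the 17 between BD 3 and CD 3 at an adjusted p under 0.05, with a lowest adjusted p of 0.221, and 13 were higher and 4 lower in BD 3. At an unadjusted p under 0.05 there were 10, all of them higher in BD 3, and 9 passed when adjusted over the list alone. Since the study picked these genes from the same arrays, this last count is not independent evidence. The smallest p belonged to DNMT3A, which was higher in BD 3 by 1.84 on the log2 scale. With the slide as a block 1 of the genes had an unadjusted p under 0.05, and without CD 3 replicate 5 the adjusted test called 2. In the gonadotrope cell activation pathway 4 of 9 tested genes had an unadjusted p under 0.05, in the guanylate cyclase pathway 8 of 11, and in mast cell activation 4 of 8.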

After 3 months of BASE-diet feeding, three Ariadne Cell Signalling Pathways were significantly regulated (*p* value <0.05) (Table 6). After 14 months of BASE-diet feeding, five Ariadne Cell Signalling Pathways were significantly regulated (*p* value <0.05) (Table 7). 

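Of the 122 genes in the paper's Table 7, 121 were matched to the array, and IFNA16 was not. On the 12 arrays of CD 14 and BD 14, 6 of the matched genes were well above background on no array, 77 on 1 to 3 arrays, 20 on 4 to 11, and 18 on all 12. Only 19 were well above background on every array of CD 14 or of BD 14. For 80 genes, both channels were at the software's background substitute on at least 0.5 of the 22 arrays, so that no ratio was measured there. The detection filter, which counts all 4 groups, kept 25 genes, and limma called 0 of them between BD 14 and CD 14 at an adjusted p under 0.05 (lowest adjusted p 0.397). At an unadjusted p under 0.05 there were 11, of which 7 were higher in BD 14, and 9 passed when adjusted over the list alone, which is not independent evidence because the list came from these arrays. The smallest p was that of WNT11, higher in BD 14 by 1.55 on the log2 scale. Genes with an unadjusted p under 0.05 numbered 1 of 6 tested in apoptosis regulation, 3 of 7 in gap junction regulation and 6 of 9 in melanogenesis.

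**Figure D2:**
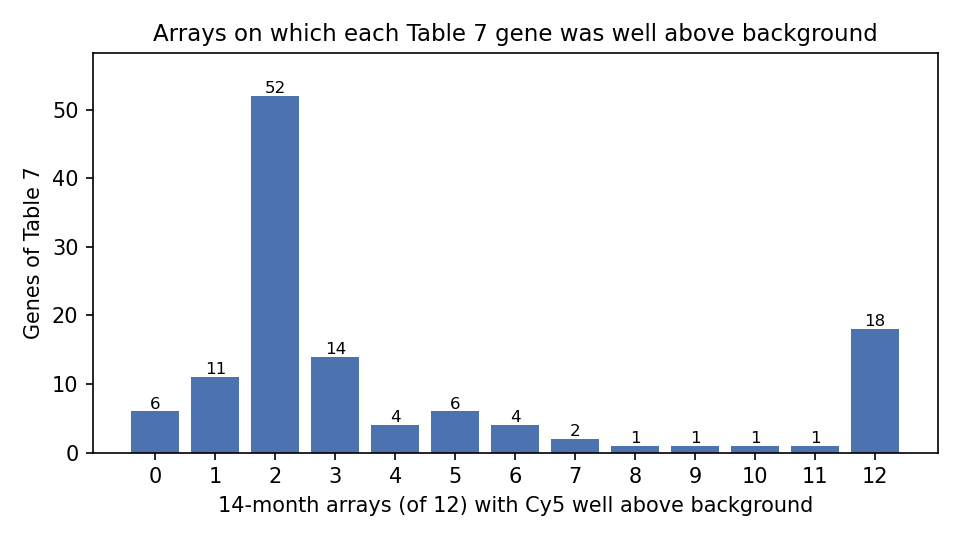
Number of Table 7 genes (vertical axis) by the number of 14-month arrays, of 12, on which the gene's Cy5 signal was well above background (horizontal axis). The bars cover the 121 matched genes. The highest bar, 52 genes, stands at 2 arrays, and 18 genes were well above background on all 12.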

There were two signalling pathways which were regulated both after 3 and 14 months of BASE-diet administration, namely guanylate cyclase pathway and gonadotrope cell activation pathway.

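The lists of the pathways shared by both times hold different genes, since 0 genes stand in both Table 6 and Table 7. The gonadotrope cell activation pathway lists 10 genes at 3 months and 32 at 14 months, of which 3 of 9 tested genes had an unadjusted p under 0.05 at 14 months. The guanylate cyclase pathway lists 15 and 49 genes, and at 14 months 5 were bright enough to be tested and 2 had an unadjusted p under 0.05. Its genes PRKG1 (probe A_64_P154128, chromosome 1, 234423423 to 234423482) and NOS1 (A_64_P105620, chromosome 12, 39815023 to 39815082) were not tested. PRKG1 was well above background on 3 of 6 CD 14 arrays and 0 of 6 BD 14 arrays, and NOS1 on 2 and 0. Since both pathways were regulated in adult and in older rats, the paper concludes that they depended on the diet alone.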

**Table 6:** The list of Ariadne Cell Signalling Pathways significantly regulated in rats liver after 3 months of BASE-diet feeding

Name	Type	Total entities	Expanded # of entities	Overlap	Percent overlap	Overlapping entities	*p* value
Mast cell activation	Pathway	64	558	9	1	SHC4, GIPC1, CYP4A11, MAPK12, HIP1, ELK1, PPP3CB, CYP2B6, DHRS4	0.02204
Guanylate cyclase pathway	Pathway	36	1, 219	15	1	SLC23A3, VASP, GIPC1, SLC5A5, TRPV5, SLC28A2, SLC24A4, PRKACA, DNMT3A, HIP1, ANP32A, DCX, SPTBN1, EML2, NRM	0.0308
Gonadotrope cell activation	Pathway	71	728	10	1	SHC4, GIPC1, CYP4A11, PRKACA, MAPK12, HIP1, ELK1, PPP3CB, CYP2B6, DHRS4	0.04255

**Table 7:** The list of Ariadne Cell Signalling Pathways significantly regulated in rats liver after 14 months of BASE-diet feeding

Name	Type	Total entities	Expanded # of entities	Overlap	Percent overlap	Overlapping entities	*p* value
Gap junction regulation	Pathway	51	661	36	5	NRG1, PMCH, CCL20, ERBB2, PRKG1, DRD2, AGRP, GALP, PENK, HRH1, CGA, CNR1, FGF19, NPY5R, FFAR1, CCKBR, OPRL1, OPRK1, UCN3, FGF5, MC2R, HTR2C, NPSR1, RLN1, PRKG2, FGF22, NRG2, VGF, SSTR1, GRM3, PTH2R, GRM7, GJB3, RASGRF2, SHC3, GPR139	0.00019
Melanogenesis	Pathway	50	694	32	4	NRG1, PMCH, CCL20, ERBB2, DRD2, CYP1B1, AGRP, WNT10B, GALP, PENK, FGF19, NPY5R, OPRL1, UCN3, FGF5, MC2R, LRP5, DCT, RLN1, TYRP1, WNT11, NDP, FGF22, NRG2, VGF, SSTR1, WNT16, GRM3, GRM7, SHC3, DZIP3, ECH1	0.00682
Guanylate cyclase pathway	Pathway	36	1, 219	49	4	GABRG3, KRT82, AIF1L, KRT26, GLRA4, Rims2, SLC12A5, SLC26A4, P2RX2, KCND2, KCNJ6, CLCN1, ATP12A, SCN2A, NOS1, PRKG1, TRPM5, TRPV3, TRPM3, NPPC, ANK2, TRPA1, MYBPC3, SCN10A, SLC1A1, SLC1A2, SLC34A3, KALRN, SLC28A3, SCN3A, PRKG2, SUV39H1, SUV39H2, GRIA1, DISC1, TRPC7, KCNJ13, KRT34, TUBE1, KCNIP1, ESPN, KCNC2, GABRA2, CAPZA3, KCNE1L, KRT31, ATP1A4, SLC6A15, TEKT3	0.01162
Gonadotrope cell activation	Pathway	71	728	32	4	Rims2, NRG1, PMCH, ERBB2, GALP, PENK, CGA, FGF19, UCN3, FGF5, CATSPER4, POU1F1, NPSR1, RLN1, EHF, FGF22, NRG2, POU4F1, VGF, ARHGEF7, PTH2R, CACNA1B, LHX4, RASGRF2, SHC3, CACNA2D4, LHX6, PPP3R2, ETV2, CACNG3, POU6F2, CACNB1	0.01346
Apoptosis regulation	Pathway	69	624	26	4	NXPH2, IL4, P2RX2, TRPV3, TRPM3, TGFB2, TRPA1, IL21, NTRK2, IL6ST, CATSPER4, TNFRSF18, TNFSF18, IL9R, IL5RA, CNTFR, CACNA1B, TRPC7, OMG, IL1F5, CACNA2D4, PPP3R2, IFNA16, IL28RA, CACNG3, CACNB1	0.04523

Obtained microarray results were also validated using real-time PCR on randomly selected three genes. 

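GPX1 is reported by 1 probe on the array (A_42_P805300), IRF7 by 1 (A_44_P1039994, chromosome 1, 201456889 to 201456948 of rn4) and PRODH by 2, of which the brighter was used (A_64_P038926, chromosome 11, 84922170 to 84922229). All were well above background on every array. GPX1 had a log2 ratio to the reference of 0.01 ± 0.16 (SD, n = 5) in CD 3 and 0.66 ± 0.60 (SD, n = 6) in CD 14, a difference of 0.65 (standard error 0.26), and on BASE-diet the difference between 14 and 3 months was 1.02 (standard error 0.26). IRF7 was higher at 14 months by 1.71 on the control diet and by 1.65 on BASE-diet (standard errors 0.42), with −0.75 ± 0.94 (SD, n = 5) in CD 3 and 1.19 ± 0.57 (SD, n = 6) in BD 14. PRODH fell by 1.07 on the control diet and by 1.14 on BASE-diet (standard errors 0.35). The other PRODH probe also went down, by smaller amounts.

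Exact two-sided permutation tests of these 6 comparisons gave p between 0.00216, the smallest that 462 regroupings allow, and 0.0476. Adjusted over the 12 single-gene comparisons made this way, 4 of the 6 had a value of 0.0130, GPX1 and PRODH on the control diet 0.0714 and 0.0594. Over all probes tested, none of the 6 passed limma's adjusted threshold. The adjusted p were 0.388 for GPX1, 0.177 for IRF7 and 0.300 for PRODH on the control diet, and 0.266, 0.275 and 0.410 on BASE-diet. In the Cy5 channel alone IRF7 passed on both diets (adjusted p 0.0260 and 0.0447), with array weights GPX1 passed on BASE-diet (0.0339), and without CD 3 replicate 5 IRF7 passed on the control diet (0.0328). With the slide as a block the fall of PRODH shrank to a log2 difference of −0.10 on the control diet and −0.66 on BASE-diet. Under that block GPX1 differed by 0.67 on the control diet and 1.77 on BASE-diet, and IRF7 by 1.92 and 1.57. Between the diets at the same time, the differences of the 3 genes lay between −0.37 and 0.30, all with adjusted p above 0.8. IRF1, which the legend of Fig. 5 names in place of IRF7, differed by 0.11 between CD 14 and CD 3 and by 0.61 between BD 14 and BD 3.

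**Figure D3:**
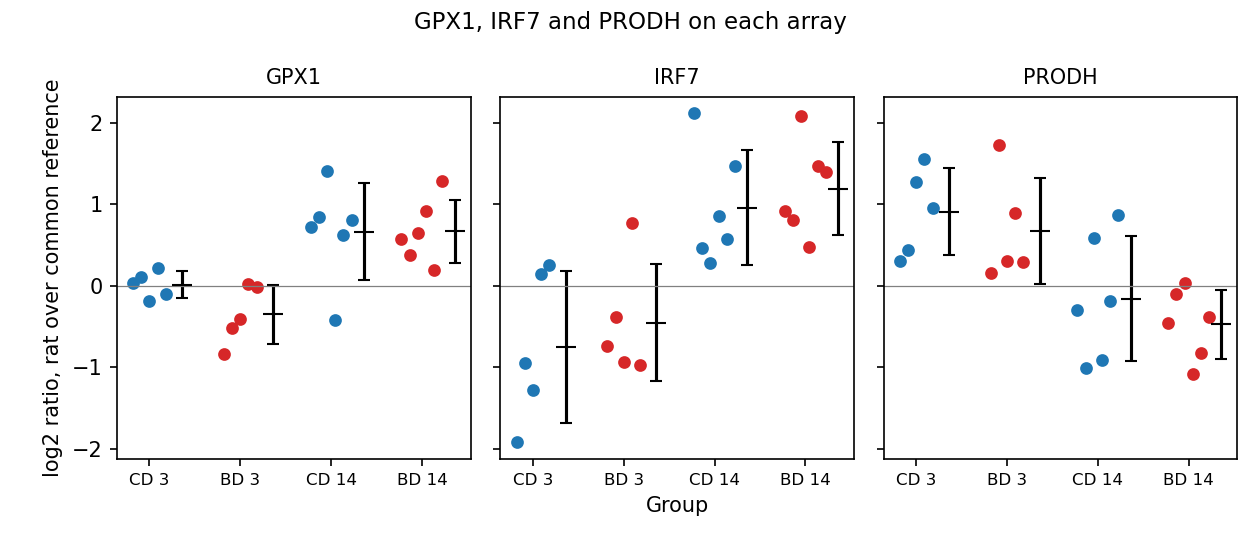
Log2 ratio of each rat to the common reference (vertical axis) for GPX1, IRF7 and PRODH by group (horizontal axis). Points are arrays, blue for the control diet and red for BASE-diet, and the bars beside them are the mean and SD of the group. IRF7 means rise from −0.75 in CD 3 to 0.96 in CD 14.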

As shown in Fig. 5, gene expression for GPX1, IRF7, PRODH matched the expression obtained from microarray analysis.

**Fig. 5:**
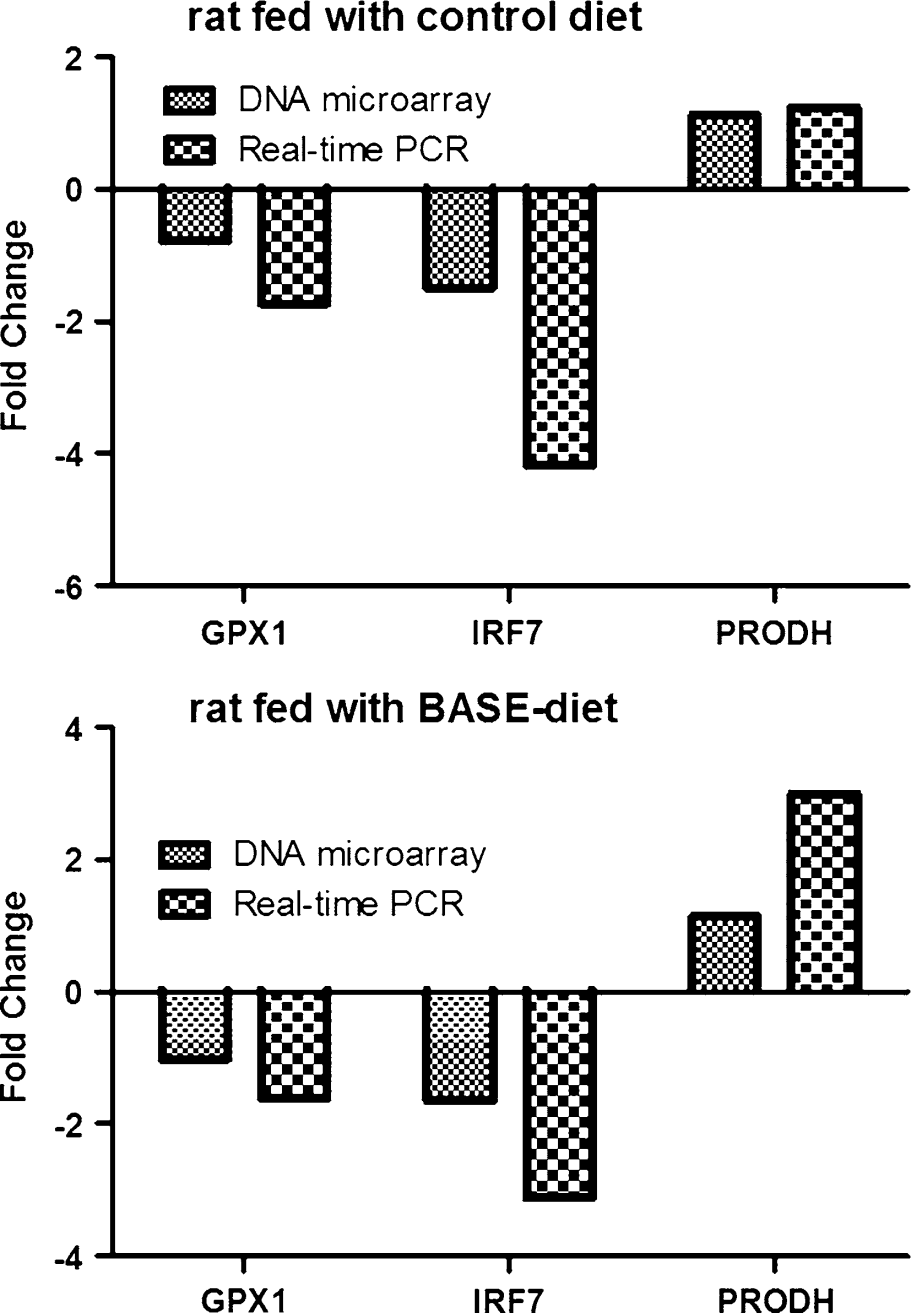
Expression of *GPX1*, *IRF1* and *PRODH* genes in livers of control rats and rats fed with BASE-diet measured using DNA microarrays and real-time PCR (normalized vs. ACTB)

## Discussion

In the present study, we investigated the influence of biologically active substances-enriched diet (BASE-diet) fed for a long period of time (14 months) on the transcriptome of rat liver. It means that two factors could influence the results—the experimental diet and age of rats. Based on the numbers of genes regulated in individual comparisons (adult vs. older; control diet vs. BASE-diet), we could conclude that age factor was responsible for the regulation of higher number of genes (number of differentially regulated genes between adult and old BASE-diet fed rats was *n* = 2,255) than the diet factor (number of differentially regulated genes between control and BASE-diet fed rats was *n* = 218 after 3 months of experiment and *n* = 1,262 after 14 months of experiment) (see Table 5).

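Between the times, limma called 0 probes on the control diet and 0 on BASE-diet at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 1970 probes in CD 14 against CD 3 and 1446 in BD 14 against BD 3, more than in the diet comparison at 3 or at 14 months. This order did not hold in 9 of 17 other settings and in 7 of the 22 fits with an array left out. The slide block gave 1168 and 902 probes for time, below both diet comparisons. With normexp and loess, the strict filter or the Cy5 channel alone BD 14 against BD 3 fell below the diet comparison at 3 months, and with array weights CD 14 against CD 3 fell below that at 14 months. The counts after adjustment moved with the setting. For BD 14 against BD 3 they were 99 with array weights, 46 in the Cy5 channel alone and 22 when only those 2 groups entered the fit. For CD 14 against CD 3 they were 13 in the Cy5 channel alone and 205 without CD 3 replicate 5. Tukey's HSD after the methods' F test gave 1 probe in each of these comparisons. From the number of genes between adult and old rats on BASE-diet, the paper states that age could be concluded to regulate more genes than the diet. On the control diet its count between the times lies below its count between the diets at 14 months.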

Our previous study has shown that BASE-diet, which was enriched with the mixture of polyphenols, beta-carotene, probiotics and polyunsaturated fatty acid, prevented from hepatic and systemic oxidative damage and was able to attenuate the development of some senile features in adult and old rats (Oszkiel et al. 2014). In rats fed with BASE-diet, the GSH/GSSG ratio has increased, GSH-Px and GSSG-R activities decreased, and SOD activity decreased when compared to control animals. These results suggest that BASE-diet positively influenced some parameters of antioxidant defence within the body. Because of that we investigated whether differentially regulated genes were involved in antioxidant activity. Analyses performed in Pathway Studio Software show relations between proteins encoded by genes involved in antioxidant activity and proteins encoded by genes differentially regulated in livers of rats fed with BASE-diet (Figs. 6, 7). It is clearly visible that in older rats the number of differentially regulated genes involved in antioxidant activity is significantly higher when compared to adult rats.

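A list of 43 antioxidant enzyme genes was written before the data were examined, and 42 of them were tested. No gene of the list passed limma's adjusted threshold between the diets, nor when adjusted over the list alone, and 2 genes at 3 months and 1 at 14 months had an unadjusted p under 0.05. As a set, the list was higher on BASE-diet by a mean log2 difference of 0.29 at 3 months, with 30 of 42 genes higher and an adjusted p of 0.0384 by limma's camera over 8 list tests. At 14 months it was higher by 0.22, with 29 of 42 genes higher and an adjusted p of 0.138. The result at 3 months was not past the threshold by fry (0.332) or with an estimated correlation between genes (0.584). It was no longer past the threshold in 8 of the 22 leave-one-out fits, with the smallest mean difference, 0.10 (adjusted p 0.638), without CD 3 replicate 4, and with the slide as a block it was 0.08. At 14 months the slide block gave 0.14 (adjusted p 0.587) and the Cy5 channel alone 0.081 (adjusted p 0.787). The list passed at that time with no filter (adjusted p 0.0268), the lenient filter (0.0254), array weights (0.0414), normexp and loess (0.0489) and without BD 14 replicate 2 (0.0255). Taking the mean of the list on each array, BD 3 had 0.05 ± 0.08 (SD, n = 5) and CD 3 −0.23 ± 0.49 (SD, n = 5), with p = 0.222 by an exact two-sided permutation test. BD 14 had 0.19 ± 0.12 (SD, n = 6) and CD 14 −0.03 ± 0.08 (SD, n = 6), with p = 0.00433 by the same exact permutation test, or 0.0577 adjusted over the 40 list comparisons made this way. The diet difference did not differ between the times (difference −0.07, adjusted p 0.627).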

**Fig. 6:**
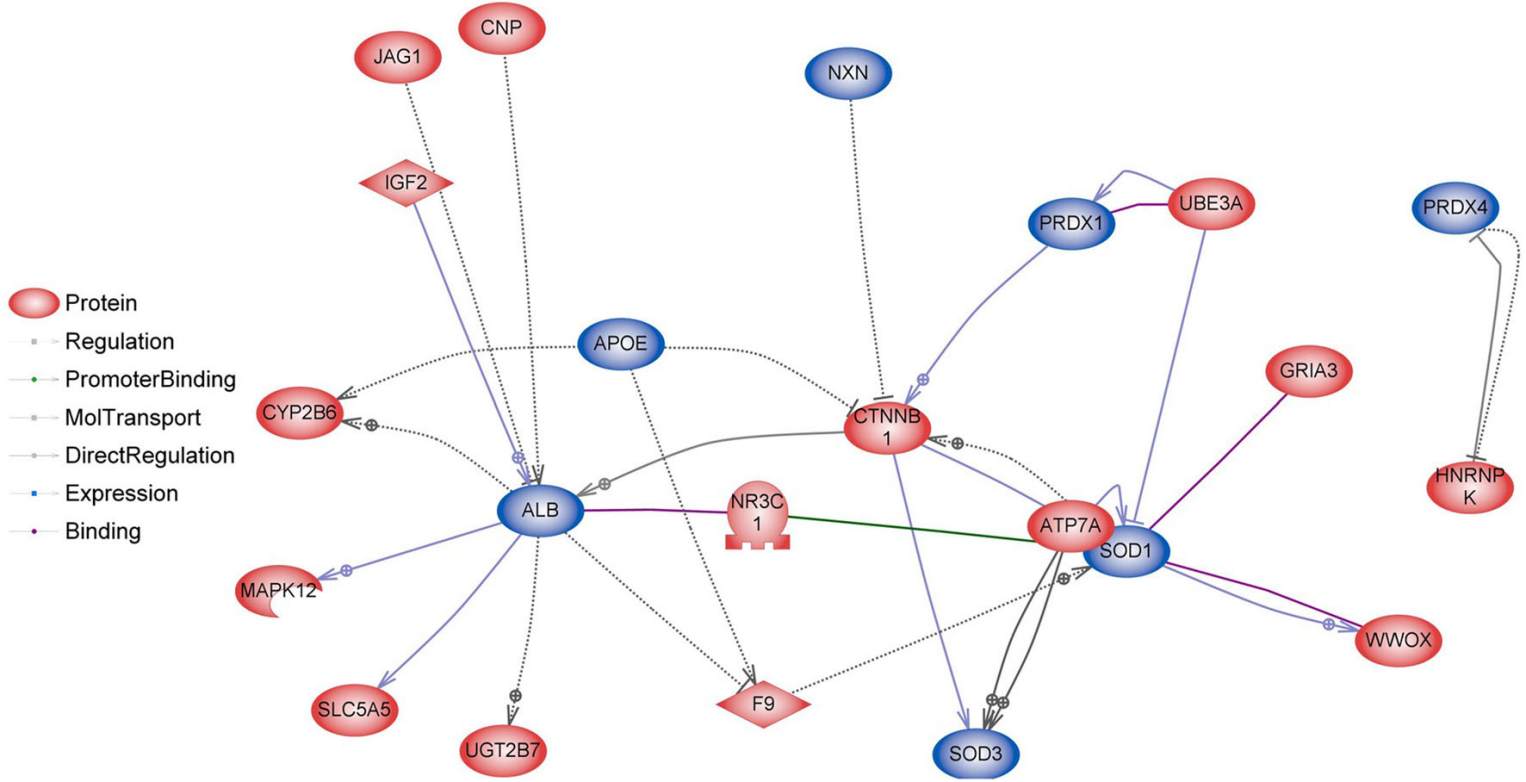
Interactions between proteins involved in antioxidant activity (*blue*) and proteins encoded by differentially regulated genes (*red*) in livers of rats after 3 months of BASE-diet feeding

**Fig. 7:**
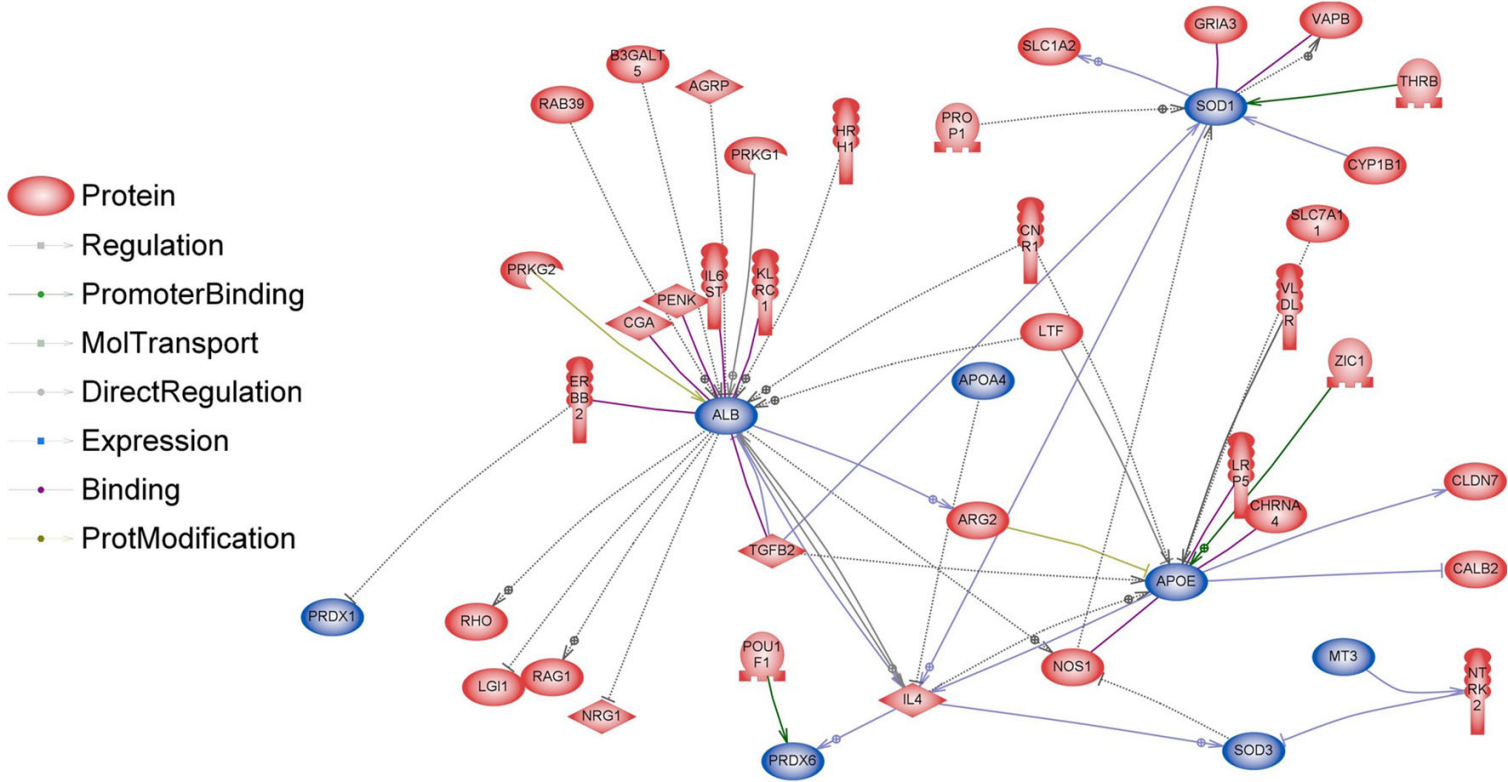
Interactions between proteins involved in antioxidant activity (*blue*) and proteins encoded by differentially regulated genes (*red*) in livers of rats after 14 months of BASE-diet feeding

As expected, we were able to identify differentially expressed genes between control and BASE-diet both in adult (after 3 months of feeding) and older rats (after 14 months of feeding). Significant difference in the expression of these genes resulted in significant regulation of a few signalling pathways (three in the case of adult rats and five in the case of older rats). Two of these pathways were the same in adult and older rats, so we concluded that these two were purely dependent on the diet.

BASE-diet significantly influenced the expression of gonadotrope cell activation pathway and guanylate cyclase pathway. Gonadotrope cell activation pathway is involved in regulation of the reproduction system. It regulates the activity of the basophilic cells of the anterior pituitary gland specialized in secreting follicle-stimulating hormone (FSH) or luteinizing hormone (LH). FSH and LH are released by a trophic peptide hormone—gonadotropin-releasing hormone (GnRH). FSH stimulates development of ovarian follicles and regulates spermatogenesis in the testis. LH causes ovulation and formation of the corpus luteum in the ovary, stimulates production of oestrogen and progesterone by the ovary and stimulates testosterone production by the testis (Guyton and Hall 2006; Okamura et al. 2013). Previous studies reported that reproductive activity can be directly influenced by nutrients, including the biologically active compounds. Among such compounds are polyphenols which were included into BASE-diet. Chen et al. (2010) indicate that genistein and resveratrol can increase the ovarian follicular reserve and prolong the ovarian lifespan in rats. Gebrie et al. (2005) proved that the extract of *Rumex steudelii* (Ethiopian plant which roots contain phytosterols and polyphenols) prolonged significantly the oestrus cycle and the dioestrous phase. Studies of Colitti et al. (2007) revealed that polyphenols can protect from stress which activates the hypothalamo–pituitary–adrenal axis leading to enhanced glucocorticoid secretion and concurrently disrupts ovarian cycle. Thereby, polyphenols can improve reproduction activity (Matteri et al. 2001; Zhang et al. 2006; Colitti and Stefanon 2006; Sgorlon et al. 2006; Colitti et al. 2007).

Gonadotrope cell activation pathway could also be regulated by β-carotene. β-carotene is not only a retinol precursor, but also fulfils similarly function to vitamin E. It is a free radical scavenger, acting especially on singlet oxygen, and thus it is a potent antioxidant, similarly to other carotenoids. Moreover, many gene products linked to reproduction can be modulated by the product of retinol oxidation—retinoic acid. Therefore, it is considered that an optimal intake of β-carotene has a positive effect on fertility (Schweigert et al. 2003; Arechiga et al. 1998). Recent study has shown a direct relationship between β-carotene concentration at ovarian level and size and progesterone secretion by *corpora lutea*. It is suggested that β-carotene may have a positive effect on luteogenesis and luteal activity (Haliloglu et al. 2002; Arellano-Rodriguez et al. 2009).

Also the fat content in the diet affects the reproductive system. Study carried out on cows shows that fat supplementation is associated with increased dominant follicle diameter, greater progesterone concentrations, modulation of prostaglandin synthesis and improved oocyte and embryo quality. It collectively results in increasing likelihood of conception (Garcia-Bojalil et al. 1998; Lucy et al. 1993; Mattos et al. 2002).

However, there is some evidence that diet affects the reproductive system also on the transcriptome level. Majority of the studies focusing on transcriptional regulation of GnRH genes concerned GnRH-I; however, recently also a study concerning GnHR-II has been published (Lee et al. 2008). In our study, GnRH-I and GnRH-II genes, which are expressed mostly in the brain, were not directly regulated. However, we identified 38 genes involved in indirect regulation of GnRH-I and GnRH-II expression (Figs. 8, 9). 

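GNRH1 is reported by probe A_44_P206985 (chromosome 15, 47307423 to 47307482 of rn4) and was well above background on all 22 arrays. Its log2 ratio to the reference differed between BD 3 and CD 3 by 0.11 (standard error 0.56, adjusted p 0.982 by limma) and between BD 14 and CD 14 by −0.24 (standard error 0.51, adjusted p 0.969). Both differences were smaller than the spread between rats of one group, which was 1.57 (SD, n = 5) in CD 3, 0.57 (SD, n = 5) in BD 3, 0.43 (SD, n = 6) in CD 14 and 0.91 (SD, n = 6) in BD 14. The slide block gave 1.11 (adjusted p 0.633) and −0.33 (adjusted p 0.924). In the Cy5 channel alone both changed sign, to −0.22 and 0.22. GNRH2 was not among the array's gene names. The receptor gene GNRHR was well above background on 3 of the 22 arrays and was not tested.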

The expression of some genes involved in regulation of GnRH can be modulated by food interventions. Plant polyphenols can alter the expression levels of oestrous cycle genes encoding PGHS-2 (upregulation), SOD2 and FOXO3 (downregulation) (Colitti et al. 2007). Dietary β-carotene can influence reproductive system on the transcriptome level as well. β-carotene is a precursor (inactive form) of vitamin A. It is currently believed that vitamin A regulates gene transcription also by retinol-binding proteins (RBP). Expression of the RBP genes is dependent on progesterone, which is dominant ovarian steroid hormone, known to be involved in the regulation of gonadotropin secretion. Progesterone regulates the GnRH-I gene through a feedback mechanism (Van Arnum 1998; Berry et al. 2011; Costello et al. 2010; Lee et al. 2008). Moreover, it has been demonstrated that unsaturated fatty acids may influence reproduction directly interfering with basal and GnRH-dependent gonadotrope activity (Garrel et al. 2011). Diet enriched with fish oil rich in 20:5 and 22:6 n-3 fatty acids modulate the hepatic expression of genes influencing reproductive performance: SREBF1, ASCL1 and FABP1 (Hutchinson et al. 2012). Dietary n-3 fatty acids also increase the progesterone receptor (PR) mRNA and oestrogen receptor-alpha (ER-1) expression (Bilby et al. 2006). Additionally, free fatty acids might directly modulate pituitary gonadotropin production by upregulating Lhb mRNA expression and suppressing Fshb mRNA expression (Sharma et al. 2013). None of the above-mentioned genes have been directly regulated in our experiment; however, a significant part of differentially expressed genes in the livers of BASE-diet fed rats was involved in regulation of all above-mentioned food-interventions-related proteins (Figs. 10, 11).

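Among the genes named for food interventions, 14 were examined (PTGS2, SOD2, FOXO3, RBP2 to RBP5, RBP7, SREBF1, FABP1, PGR, ESR1, LHB and FSHB), of which 13 were on the array and RBP5 was not matched. The 9 that passed the detection filter gave 0 calls by limma in either diet comparison, with adjusted p of at least 0.573 at 3 months and at least 0.931 at 14 months. At an unadjusted p under 0.05 there were FOXO3 and FABP1 at 3 months and ESR1 at 14 months. FOXO3 was lower in BD 3 by a log2 difference of −0.89 (standard error 0.34, adjusted p 0.573), with all 5 BD 3 rats below the CD 3 mean. FABP1 was higher in BD 3 by 0.65 (standard error 0.26, adjusted p 0.5996), with all 5 rats above the CD 3 mean, and with the slide as a block the difference was 0.06. ESR1 was higher in BD 14 by 0.97 (standard error 0.36, adjusted p 0.931), in 6 of 6 rats, but only 3 of the 6 CD 14 arrays had it well above background. The difference was 0.11 with normexp and loess and 1.17 with the slide as a block. Exact two-sided permutation tests of these genes, picked after their values were seen, gave p of 0.119 for FOXO3, 0.0238 for FABP1 and 0.00866 for ESR1 (adjusted 0.159, 0.0476 and 0.0208). The adjustment ran over 12 comparisons that include those of GPX1, IRF7 and PRODH between the times. It did not cover all 9 genes tested, so the adjusted values do not correct for the picking. SOD2 on BD 14 rat 2 had a log2 ratio of 3.08, far from the other rats of its group. PTGS2, RBP3, PGR and FSHB were not well above background on every array of any group and were not tested.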

**Fig. 8:**
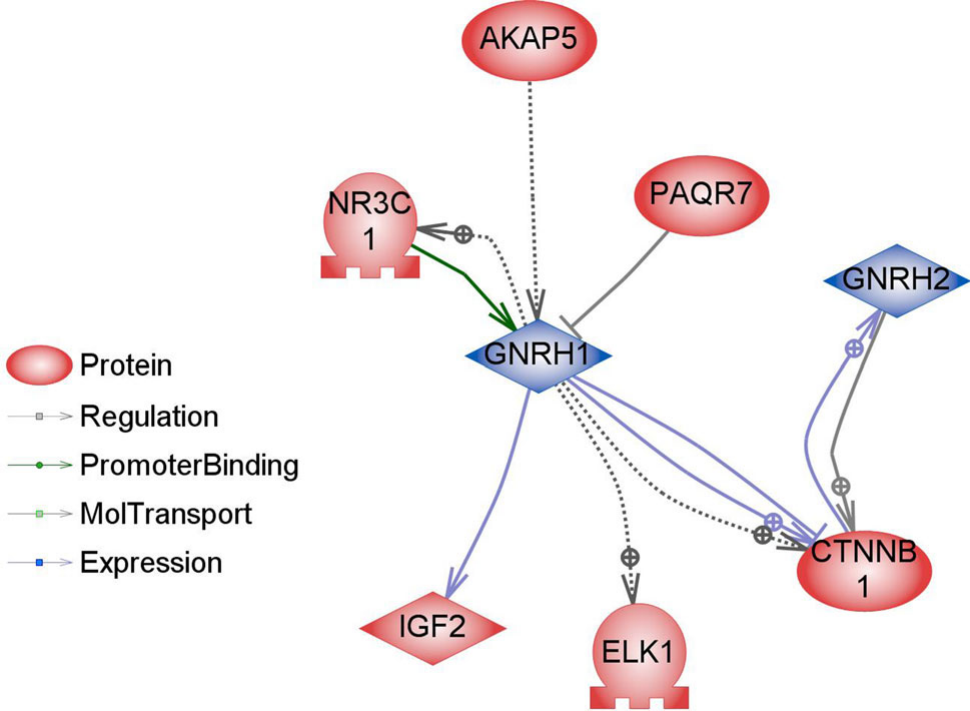
Interactions between GnRH-I and GnRH-II (*blue*) and proteins encoded by differentially regulated genes (*red*) in livers of rats after 3 months of BASE-diet feeding

**Fig. 9:**
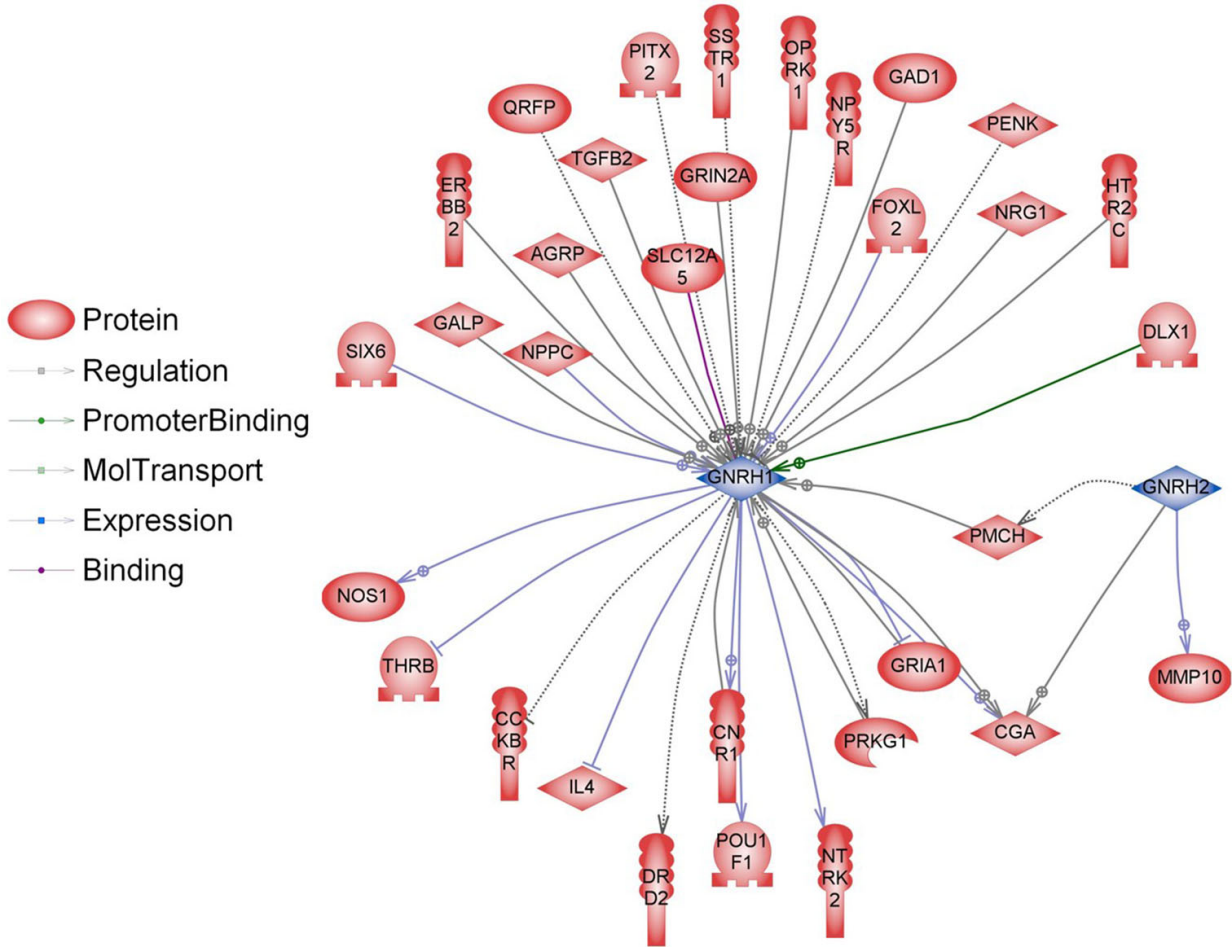
Interactions between GnRH-I and GnRH-II (*blue*) and proteins encoded by differentially regulated genes (*red*) in livers of rats after 14 months of BASE-diet feeding

**Fig. 10:**
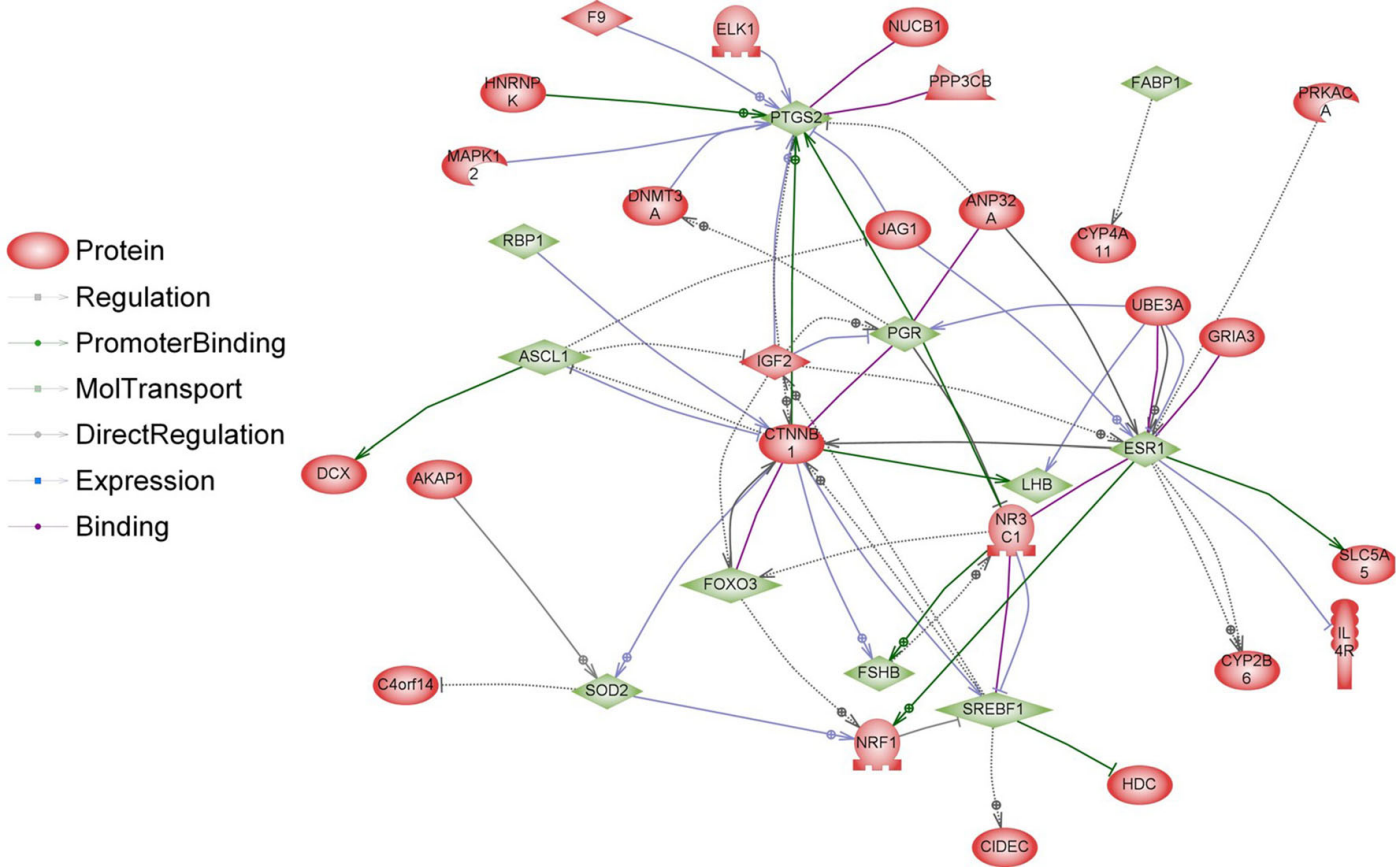
Interactions between “food interventions-related proteins” involved in reproductive system regulation (*green*) and proteins encoded by differentially regulated genes (*red*) in livers of rats after 3 months of BASE-diet feeding

**Fig. 11:**
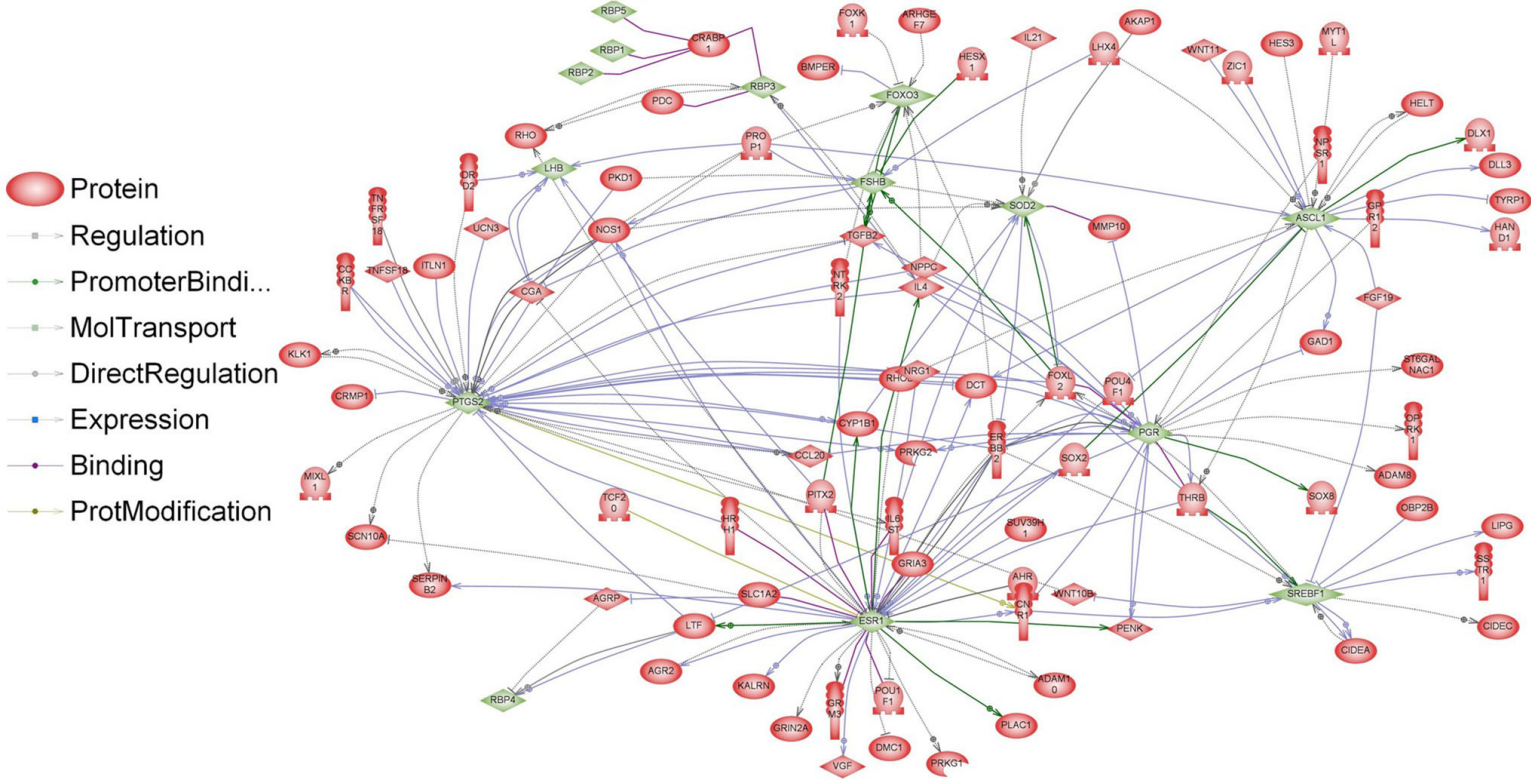
Interactions between “food interventions-related proteins” involved in reproductive system regulation (*green*) and proteins encoded by differentially regulated genes (*red*) in livers of rats after 14 months of BASE-diet feeding

However, there are some latest data indicating that gonadotrope cell activation pathway gene could be expressed not only in reproductive tissues (Millar 2005). So far, the only well-known pathway connected with GnRH action was associated with fertility regulation in the hypothalamic–pituitary–gonadal axis. However, current research showed also that expression of genes involved in regulation of gonadotrope cell activation pathway was observed in other cells such as embryonic stem cell, adult brain, skeletal muscle, myocardium tissues, breast cancer stem cells, prostate cancer cell lines, pancreatic ductal adenocarcinoma, liver, kidney, thyroid cancer cells, mammary gland, prostate cancer, bone matrix and neuroblastoma cells (Ames et al. 2013; Chaudhry et al. 2013; Datta et al. 2012; Gandhi et al. 2013; Jones et al. 2007; Kim et al. 2014; Li et al. 2013; Ma et al. 2014; Polovlkova et al. 2013; Rosen et al. 2013; Savas et al. 2009; Singer et al. 2012; Turco et al. 2012; Zhang et al. 2009). Moreover, the latest studies demonstrate that GnRH are associated with regulation of proliferation, angiogenesis and inflammatory response, which are important in the pathogenesis of diseases associated with aging (Pincas et al. 2014). There are also some data about the negative relation between GnRH receptors and growth factors, which play a part in aging processes related to activity of stem cells, tissue regeneration, protein homeostasis and regulation of inflammatory processes leading to the age-related diseases (Cheung and Wong 2008). So far, there are only few reports about the influence of GnRH on the aging process and aging-associated diseases. De Haes et al. (2013) showed that silencing of the gene encoding the GnRH receptor resulted in prolongation of *C. elegans* life. In addition, Zhang et al. (2013) pointed out the relationship between the pituitary GnRH and immunoaging.

The second pathway which was influenced by BASE-diet is guanylate cyclase pathway. Guanylyl cyclase, in response to calcium levels, synthesizes 3′,5′-cyclic guanosine monophosphate (cGMP) from guanosine triphosphate (GTP). cGMP is associated with processes, such as phototransduction, circadian entrainment, olfactory transduction, vascular smooth muscle contraction, gap junction, long-term depression, salivary secretion, borderline and spontaneous hypertension, platelet activation and learning ability (Cornilescu et al. 2014; Arshavsky and Wensel 2013; Chae et al. 2007; Chen et al. 2007; Golombek et al. 2003; Wang et al. 2013; Dismuke et al. 2013; Dam et al. 2014; Mao et al. 2013; Kameritsch et al. 2012; Robinson et al. 2012; Kawaguchi and Hirano 2013; Simon et al. 2013; Henkin et al. 2007, 2013; Henkin and Velicu 2009; Pechánová et al. 2009; Rukoyatkina et al. 2011; Rodrigo et al. 2006). However, none of these processes were earlier described as related to the liver functions and the metabolism of biologically active compounds. Some data suggest a direct link between guanylate cyclase pathway and gonadotrope cell activation, since there is a link between cGMP and genes involved in reproduction regulations, especially PRKG1 and NOS1. It has been demonstrated that cGMP analogues stimulate GnRH release, while a cGMP-dependent protein kinase (PRKG1) inhibitor conversely blocks nitric oxide-induced GnRH release. Therefore, nitric oxide may regulate the heme-containing signalling enzyme, guanylate cyclase, and thereby elevate the second messenger cGMP and facilitate GnRH secretion. Additionally, an effect of nitric oxide on the heme-containing enzyme should also be taken into account. Cyclooxygenase controls production of prostaglandins, known stimulators of GnRH secretion (Brann and Mahesh 1997).

Taken together, the present study showed that long-term (3 and 14 months) rats feeding with BASE-diet (diet enriches with polyphenolic compounds, β-carotene, probiotics and n-3 and n-6 polyunsaturated fatty acids) can affect liver genes expression. On transcriptomic level, the diet exerted its activity by modulating the expression of genes involved particularly in the gonadotrope cell activation pathway and guanylate cyclase pathway, as well as in mast cell activation, gap junction regulation, melanogenesis and apoptosis. The results indicating the strong influence of BASE-diet on genes involved in the gonadotrope cell activation pathway may suggest the impact of BASE-diet on reproduction system at the transcriptome level. BASE-diet especially strongly affects genes involved in regulation of GnRH which is responsible for the release of FSH and LH. This effect is stronger with the age of animals and the length of diet use. It can suggest a link between the diet, reproductive system function and aging. 

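Whether the effect of the diet differed between 3 and 14 months was tested directly, as the difference between BD 14 and CD 14 minus that between BD 3 and CD 3. Limma called 0 probes for this interaction at an adjusted p under 0.05, and 932 had an unadjusted p under 0.05. That last number was 2161 with the slide as a block and 2232 in the Cy5 channel alone. The count after adjustment stayed at 0 under each of the 14 alternatives run for it and with each of the 22 arrays left out in turn. Among the genes of Table 6, 2 of 17 tested had an unadjusted p under 0.05 between the diets at 14 months, and of Table 7, 1 of 25 at 3 months. These genes were picked for differing at the time at which the paper lists them, on the same arrays, so that fewer at the other time follows from the selection.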

The reproductive-cell cycle theory assumes that the hormones that regulate reproduction, mainly LH and FSH, act in an antagonistic pleiotrophic manner to control aging through cell cycle signalling (Atwood and Bowen 2011). It means that the improvement of functioning of reproductive system may slow down the rate of senescence, thereby decelerating the rate of aging, and thus the lifespan. It allows us to draw the conclusion that the long-term use of biologically active substances-enriched diet can positively affect the reproductive system, and thus, as a consequence may delay the aging process. However, according to the latest scientific reports, the gonadotrope cell activation pathway plays a part not only in reproduction system, but also in regulation of the aging process. Therefore, the results indicating the strong influence of BASE-diet on genes involved in the gonadotrope cell activation pathway may also suggest the strong impact of BASE-diet on the aging process by the regulation of GnRH-dependent cells. These results indicate that it is highly probable that BASE-diet can modify the signalling pathways which control the aging process by changing the expression of genes involved in gonadotrope cell activation and as a result delay the flow of the aging process.

How the deposited data were processed for this re-analysis (not part of the article)

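RNA from the livers of 22 rats was measured on Agilent two-colour rat expression arrays, 1 array per rat, against a common reference RNA. The groups were CD 3 and BD 3 (5 rats each) and CD 14 and BD 14 (6 rats each), named by diet and by months of feeding. The paper states that 24 arrays were made and that 1 of each 3-month group was rejected, and no values of those were available.

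The raw intensity values of each spot, its mean signal and local background in both channels, were deposited by the authors as the Agilent Feature Extraction software wrote them, without normalization. The processed intensity values were made by the authors with the same software, by subtracting background and normalizing the dyes by linear Lowess within each array, and a spot not above background holds a surrogate value there. Per the file headers, the log10 values are the ratio of processed Cy5 to processed Cy3, and they are 0 where both channels hold surrogates. The headers give another version of the software than the methods, and annotate the probes to the rat build rn4. The authors also deposited log2 values of the 3017 entries they found significant. From the values, these are the log2 of the processed Cy5 over the processed Cy3 signal, surrogates included, averaged over the spots of a probe, minus a constant of each probe whose origin is not stated. Of their 22 columns, 17 match the array of the same name. The columns of CD 3 are in another order, and 1 of them matches no deposited array.

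The scanner values of all spots served as the main data. The log10 ratios were multiplied to log2, control spots and spots flagged as non-uniform in either channel were left out, and the spots of each probe were averaged. No scaling between arrays was added. A probe was tested when at least 0.5 of its spots were well above background in Cy5 on every array of at least 1 group, which left 19434 probes for 17076 genes, and 698 of these probes lacked a value on some array. There were 26276 gene names on the array, and 20676 probes took their name from a reference table. Where several probes report a gene, its main probe is the one with the highest mean log2 Cy5 signal. Signal over background, which stands in for depth on arrays, and the residual SD are given where Fig. 4 is introduced.

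Groups were compared with limma 3.58.1 in R 4.3.3, as a fit of the 4 group means with eBayes (prior degrees of freedom 3.37), using its moderated F test, the 6 pairwise contrasts and the interaction of diet and time. P-values were adjusted by Benjamini-Hochberg over the probes tested, with a threshold of 0.05. Lists of genes were tested with limma's camera at a preset correlation of 0.01, adjusted over 8 tests for 4 lists in the diet contrasts and over 42 tests for the remaining lists and contrasts. The 4 lists hold SREBP targets, PPARalpha targets, antioxidant enzymes and interferon genes, and the others hold clock, red cell, leukocyte, stellate and fibrosis, pancreas and bile duct genes. The mean of a list on each array, and single genes, were compared by exact two-sided permutation tests, adjusted over 40 and 12 tests. Loading and summaries used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and pictures matplotlib 3.10.9. Each count was set against 100 regroupings of the arrays. The steps were tested on simulated data with 200 changed probes.

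Before the data were examined, the comparisons, the lists and the following alternatives were set. These were normexp background correction with an offset of 50 and loess, the Cy5 channel alone after quantile normalization, median-centred arrays, no detection filter, a lenient filter (29722 probes) and a strict filter (12402 probes), outlier spots kept, an intensity trend, array weights, the slide, the scan date or the rat's number as a block, and the main probe of each gene only. Others were the methods' F test with Tukey's HSD, limma's F test followed by unadjusted contrasts, only the 2 groups compared, any probe of a gene, the authors' deposited values for named results, fry, camera with an estimated correlation, and leaving out each array in turn. Chosen after seeing the data were counts of probes from the authors' deposited values, the processed-signal ratio with surrogates and control probes under the methods' test, the data without the 2 arrays of many non-uniform spots, and only the slide that holds all BD 14 arrays. So were the standard errors of the lists over arrays, from a linear fit of the array means.

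Genes are named by a rule set beforehand. It takes every gene that the paper names for these data, and the 5 largest rises and 5 largest falls of each diet contrast among genes past the threshold whose groups do not overlap. No gene met the second part, and not every gene that the paper names is reported. Genes named outside the rule are said to be chosen after their values were seen. The real-time PCR and the networks of Figs. 6 to 11 were not analysed here, and the pathway analysis behind Tables 6 and 7 was not repeated. GNRH2, RBP5 and IFNA16 could not be matched to a probe.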

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

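The tests of single rats for SOD2, RBP7 and the bile duct genes, and the tests of the surrogate ratio, the pancreas genes, slides, single arrays, the reference channel, food intake and leukocytes, were chosen only after the result was seen. The tests of the clock genes were chosen before.

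Single arrays stood apart from the others of their group in 10 of 112 groups of values, where chance gives about 6. SOD2 on BD 14 rat 2 had a log2 ratio of 3.08. Its distance from the other rats stayed beyond the limit with normexp and loess and in Cy5 alone (smallest gap, as a share of the range, 0.714), which argues against background correction or the reference channel of that array. Its 2 spots were bright in Cy5, with a log2 signal over the array median of 5.15 against 1.58–3.53 on the other arrays, and ordinary in Cy3 (2.13 against 1.29–2.73). A difference of that rat's liver, or of its sample before hybridization, stays open and was not tested.

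RBP7 on CD 14 rat 5 had a log2 ratio of −1.78. The clock genes on BD 3 rat 3 had a mean of 0.46 relative to the mean of all arrays, and the bile duct genes on CD 3 rat 1 had 0.73. In Cy5 alone the gaps were within the limit, at 0.136, 0.286 and 0.204 of the range. In the bile duct genes normexp and loess also left it within the limit, so the reference channel or the background correction of that array may account for it. In RBP7 and the clock genes normexp and loess left the gap beyond the limit, and in Cy5 alone these stayed away from the mean of all arrays, RBP7 by −1.94 (−2.10 in the main values) and the clock genes by 0.32. Whether the reference channel or the background correction accounts for these cannot be told. No biological explanation was tested.

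The pancreas genes were low relative to the mean of all arrays on BD 3 rat 5 (−2.16), CD 14 rat 3 (−2.07) and BD 14 rat 6 (−2.48), each in another group. The list was written before the data were examined and 6 of its genes were tested. On these arrays its Cy3 value, relative to the mean of the arrays, was at least 2.65 and at most 2.76, against −1.16 to 0.45 on the other 19. Its Cy5 value was at least 0.21, within the range of the others (−0.85 to 0.97), which argues against less pancreas RNA in those liver samples. A candidate explanation is pancreas RNA in the reference sample used for those arrays. The comparison between diets for this list is not past the threshold at either time.

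The median background-subtracted Cy5 signal was 488 on CD 3 rat 1 and 291 on BD 3 rat 5, above the other arrays of their groups. No explanation was tested for these. The ratio of spots with surrogates in both channels was −3.08 on the log2 scale on BD 3 rat 5. Over 22 arrays this ratio followed the software's linear dye factors (Pearson's r 0.783, Spearman's rho 0.804, permutation p 2e-05 for each). Without the 2 arrays farthest from the median r was 0.732 (permutation p 0.000200), and outside BD 14 it was 0.786 over 16 arrays. The dye normalization may thus set it. No biological explanation was tested.

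The PPARalpha targets, outside the genes the paper discusses, were higher on BASE-diet at 14 months by a mean log2 difference of 0.72 (31 of 33 genes, adjusted p 4.8e-16 by camera), and at 3 months by 0.40 (26 of 33, adjusted p 0.000990). No gene of the list passed limma's adjusted threshold, against 15 and 6 at an unadjusted p under 0.05 and 3 and 1 adjusted over the list alone. By fry the adjusted p were 0.0522 and 0.332. On the array means of the list, 6 of 6 BD 14 rats lay above the CD 14 mean, with p = 0.0195 by an exact two-sided permutation test and 0.195 adjusted over 40 tests. At 14 months the difference was 0.50 at the lowest with one array left out (without CD 14 replicate 3, standard error over arrays 0.20), and 0.66 in Cy5 alone (standard error 0.21). These argue against a single array or the reference channel as the whole cause. A slide block gave 0.72 (adjusted p 8.2e-07), but its standard error over arrays rose from 0.24 to 0.39, so slides cannot be told apart from the diet. Another time of day of killing cannot be told apart from the diet. Clock genes with an unadjusted p under 0.05 numbered 0 of 17 by limma at both times, with 0 after adjustment, which excludes nothing. At 3 months 13 of 17 were higher in BD 3, with 5 of 5 rats above the CD 3 mean (p = 0.0714 by an exact two-sided permutation test), and at 14 months a slide block gave 0.44 (adjusted p 0.0534). Food intake before killing cannot be told apart from the diet: the SREBP targets, taken as a sign of feeding, differed by −0.050, with 14 genes higher and 14 lower, which decides nothing. The same holds at 3 months, where the block gave 0.30 (adjusted p 0.586). An effect of the diet stays open.

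The diet difference of the PPARalpha targets was larger at 14 than at 3 months by 0.32 (25 of 33 genes, adjusted p 0.0169). A slide block gave 0.41 (adjusted p 0.0382, standard error over arrays 0.60), so slides cannot be told apart from it. Without CD 14 replicate 3 it was 0.11 (adjusted p 0.450), in Cy5 alone it did not pass (adjusted p 0.348), and fry gave 0.807. The targets were also lower in CD 14 than in CD 3 by −0.22 (27 of 33 genes lower, adjusted p 0.0162). The slide block gave −0.37 (adjusted p 0.00252, standard error over arrays 0.48), and without CD 14 replicate 3 it was −0.0037 (adjusted p 0.535), so it rests on that array.

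The interferon genes were higher at 14 months, by 0.76 on the control diet (35 of 37 genes, adjusted p 3.3e-10) and by 0.95 on BASE-diet (35 of 37, adjusted p 3.8e-16). All 6 CD 14 rats lay above every CD 3 rat, with p = 0.00216 by an exact two-sided permutation test, the smallest it allows, and 0.0577 adjusted. By fry the adjusted p were 0.0356 and 0.0105, and with an estimated correlation 0.236 and 0.0862. Blocking by slide left differences of 0.73 (adjusted p 0.00116) and 0.65 (adjusted p 1.3e-05), past the threshold, but with standard errors over arrays of 0.38 and 0.41 slides and time cannot be told apart. More leukocytes in the older livers cannot be told apart from it either. Their genes rose by 0.71 and 0.47, while the block left them at 0.047 and −0.71, with standard errors over arrays of 0.51 and 0.55. Age, time on the diet and housing differ together and stay open. Between the diets at 14 months, the interferon genes differed by 0.30 (31 of 37 higher, adjusted p 0.0304). This result fell short of the threshold in 7 of the 22 leave-one-out fits. The exact two-sided permutation test on array means gave p = 0.0519, or 0.297 adjusted. The difference was 0.20 (adjusted p 0.354) with the slide as a block, so slide and diet cannot be told apart.

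The leukocyte genes were higher in CD 14 than in CD 3 by 0.71 (15 of 16 genes, adjusted p 0.00178). Blocking by slide left 0.047 (adjusted p 0.877), and without CD 3 replicate 2 the adjusted p was 0.0999, so slides and time cannot be told apart. Under that block the list was lower in BD 14 than in BD 3 by −0.71 (adjusted p 0.00950) and than in CD 14 by −0.75 (adjusted p 0.00116), against 0.47 (adjusted p 0.0879) and −0.15 (adjusted p 0.230) without it. The exact two-sided permutation test on array means gave p = 0.106 for CD 14 against CD 3.

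The SREBP targets were higher at 14 months by 0.89 on the control diet (26 of 28 genes, adjusted p 6.6e-07) and by 0.70 on BASE-diet (26 of 28, adjusted p 0.000358). A slide block made them larger, 1.04 (adjusted p 0.00154) and 1.13 (adjusted p 1.3e-05), but with standard errors over arrays of 0.62 and 0.68 slides and time cannot be told apart. By fry neither passed (0.262 and 0.535). Age and food intake stay open and were not tested.

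The red cell genes were lower on BASE-diet, by −0.89 at 3 months (6 of 6 genes, adjusted p 0.000307) and by −0.39 at 14 months (6 of 6, adjusted p 0.0439), and higher in BD 14 than in BD 3 by 0.72 (6 of 6, adjusted p 0.0165). The slide block gave diet differences of −1.09 and −0.75 (adjusted p 0.00539 and 0.0465, standard errors over arrays 0.73 and 0.60) and a time difference of 0.45 (adjusted p 0.393), so slides cannot be told apart from diet or time. Without BD 14 replicate 6 the 14-month difference was −0.19 (adjusted p 0.317), and without BD 3 replicate 5 the time difference was 0.46 (adjusted p 0.152). By exact two-sided permutation tests on array means, p was 0.119, 0.299 and 0.141. The blood left in the livers was not tested as an explanation.

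The remaining lists did not pass in any of these comparisons. At 3 and 14 months the diet differences were 0.31 and 0.08 for clock genes (adjusted p 0.233 and 0.870), 0.18 and 0.09 for stellate and fibrosis genes (0.238 and 0.876), −0.47 and −0.04 for pancreas genes (0.124 and 0.870), and 0.03 and 0.20 for bile duct genes (0.870 and 0.627).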

How the results depend on the processing

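The counts of probes from the authors' deposited values, the processed-signal ratio with the methods' test, the data without the 2 arrays of many non-uniform spots and the single-slide comparison were tests chosen only after the result was seen. Of the values for counts of probes or genes, 136 stayed within a factor of 1.5 of their value above or at 0 in settings other than leaving out an array, and 56 did not. For lists, 105 values kept direction and side of the threshold, 18 fell short of it, 5 newly passed and 4 changed sign. For named genes, 332 kept both, 9 newly passed and 31 changed sign. The interaction stayed at 0 probes and Table 7 at 0 genes in every setting run on the scanner values. The cause of the changes below was not tested, except where fewer probes or arrays entered by construction.

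In the Cy5 channel alone, without the ratio to the reference, the counts were 192 for the F test, 262 for BD 3 against CD 3, 13 for CD 14 against CD 3, 46 for BD 14 against BD 3, 810 for BD 14 against CD 3, 1 for Table 6, 2 for the Fig. 5 genes. The antioxidant list at 3 months no longer passed there, at 0.24 (adjusted p 0.0716). Genes that changed sign at 3 months were GNRH1 −0.22, SOD2 −0.19, LHB −0.44, and at 14 months GNRH1 0.22, FOXO3 −0.19, RBP4 0.068, SREBF1 0.29.

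The detection filter changed the number of probes adjusted for. With no filter the counts were 2 for the F test, 4 for BD 14 against CD 3, with the lenient filter 3 for the F test, 9 for BD 14 against CD 3, and with the strict filter 3 for the F test, 36 for BD 14 against CD 3. The antioxidant list at 14 months passed with no filter, 0.22 (adjusted p 0.0268), and with the lenient filter, 0.22 (adjusted p 0.0254). At 3 months it did not pass with the strict filter, 0.29 (adjusted p 0.0950).

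With array weights the counts were 34 for the F test, 4 for BD 14 against CD 14, 99 for BD 14 against BD 3, 3 for BD 14 against CD 3 and 1 for the Fig. 5 genes. At 14 months the SREBP targets passed, −0.16 (adjusted p 0.0414), as did the antioxidant list, 0.22 (adjusted p 0.0414), and LHB −0.00057 and, at 3 months, RBP4 −0.10 changed sign.

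With the slide as a block, and likewise with the scan date as a block, the counts were 1 for the F test, 0 for BD 14 against CD 3, 1 for CD 14 against BD 3. The lists that no longer passed were the PPARalpha targets at 3 months, 0.30 (adjusted p 0.586), the antioxidant list at 3 months, 0.081 (adjusted p 0.538), and the interferon genes at 14 months, 0.20 (adjusted p 0.354). The SREBP targets at 14 months changed sign, 0.24 (adjusted p 0.538). So did RBP2 −0.32, RBP7 −0.21, LHB −0.081 at 3 months and RBP2 0.52, RBP4 0.39, SREBF1 0.30, FABP1 −0.13 at 14 months. The slide estimate rests on few arrays per group, since only slide B holds both diets at 3 months and only slide C at 14 months.

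On the slide of all BD 14 arrays alone, with fewer arrays by construction, the 14-month values were 0.24 (adjusted p 0.211) for the SREBP targets, which changed sign, and 0.20 (adjusted p 0.211) for the interferon genes, which no longer passed. RBP2 0.52, RBP4 0.39, SREBF1 0.30, FABP1 −0.13 changed sign.

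Without both arrays of many non-uniform spots the counts were 2 for BD 3 against CD 3, 1 for CD 14 against BD 3, and these changed sign: the interferon genes at 3 months to −0.0072, and GNRH1 −0.34, RBP4 −0.012 at 3 months. With normexp and loess the antioxidant list did not pass at 3 months, 0.24 (adjusted p 0.0863), and passed at 14 months, 0.18 (adjusted p 0.0489), while RBP7 −0.076, LHB −0.0079 changed sign at 3 months. Median-centred arrays gave 2 for BD 3 against CD 3, 35 for BD 14 against CD 3. The main probe of each gene only gave 1 for BD 3 against CD 3, 3 for BD 14 against BD 3, the intensity trend 4 for BD 14 against BD 3, only the 2 groups compared 22 for BD 14 against BD 3, and the replicate block 1 for the F test, 4 for BD 14 against CD 3. The numbers of the rats do not pair them, since 31 pairs of arrays with the same number had a median correlation of −0.0166 across probes, which are not independent replicates.

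The methods' test gave 1 for the F test, 1 for BD 14 against CD 14, 1 for CD 14 against CD 3, 1 for BD 14 against BD 3, 1 for BD 14 against CD 3. On the processed-signal ratio with surrogates and controls, the methods' test gave 0 for the F test, 0 for BD 14 against CD 3 after adjustment, against 5866 and 4277 at an unadjusted p under 0.05 and 5 and 61 by limma on the main values. Limma's F test first, then the unadjusted contrast, gave 3 for BD 3 against CD 3, 4 for BD 14 against CD 14, 4 for CD 14 against CD 3, 4 for BD 14 against BD 3, 5 for BD 14 against CD 3, 3 for CD 14 against BD 3. In the authors' deposited values, with Tukey's HSD over their significant entries alone, the counts were 3017 for the F test, 192 for BD 3 against CD 3, 1461 for BD 14 against CD 14, 282 for CD 14 against CD 3, 2256 for BD 14 against BD 3, 2267 for BD 14 against CD 3, 142 for CD 14 against BD 3, with 18 for Table 6, 120 for Table 7. These entries had been selected for significance by the authors. The 3017 is therefore their number and not a new F test, and the other counts are not adjusted over all probes.

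The set tests depended on the correlation assumed between genes. With an estimated correlation, no call of the preset correlation held: 0.40 (adjusted p 0.584) and 0.72 (adjusted p 0.0881) for the PPARalpha targets at 3 and 14 months, 0.29 (adjusted p 0.584) for the antioxidant list at 3 months, and 0.30 (adjusted p 0.584) for the interferon genes at 14 months. By fry, the same mean differences gave 0.40 (adjusted p 0.332), 0.72 (adjusted p 0.0522), 0.29 (adjusted p 0.332) and 0.30 (adjusted p 0.332).

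With each array left out in turn, counts ranged over 0–140 for the F test (highest without CD 3 replicate 5), 0–93 for BD 3 against CD 3 (highest without CD 3 replicate 5), 0–1 for BD 14 against CD 14 (highest without CD 3 replicate 2 and without CD 14 replicate 1 and without BD 14 replicate 2), 0–205 for CD 14 against CD 3 (highest without CD 3 replicate 5), 0–5 for BD 14 against BD 3 (highest without CD 3 replicate 4), 0–2 for CD 14 against BD 3 (highest without CD 14 replicate 1). For BD 14 against CD 3 they ranged from 3 (without CD 3 replicate 4) to 1411 (without CD 3 replicate 2), and for Table 6 and the Fig. 5 genes over 0–2 and 0–1 (both highest without CD 3 replicate 5). At 3 months the SREBP targets ranged from −0.019 (without BD 3 replicate 3) to 0.37 (without CD 3 replicate 2), the antioxidant list from 0.096 (without CD 3 replicate 4) to 0.43 (without CD 3 replicate 2) and the interferon genes from −0.069 (without BD 3 replicate 4) to 0.23 (without BD 3 replicate 5). At 14 months the SREBP targets ranged from −0.20 (without CD 14 replicate 5) to 0.20 (without CD 14 replicate 3), the antioxidant list from 0.19 (without BD 14 replicate 5) to 0.25 (without BD 14 replicate 3) and the interferon genes from 0.24 (without CD 14 replicate 3) to 0.37 (without BD 14 replicate 4). IRF7 in CD 14 against CD 3 ranged from 1.42 to 1.96, and it passed without CD 3 replicate 5. Genes whose sign changed at 3 months were GNRH1 from −0.34 to 0.74, SOD2 from −0.032 to 0.24, RBP4 from −0.012 to 0.24, SREBF1 from −0.087 to 0.42, ESR1 from −0.52 to 0.049, LHB from −0.15 to 0.22. At 14 months they were GNRH1 from −0.49 to 0.054, RBP4 from −0.22 to 0.034, SREBF1 from −0.45 to 0.15, FABP1 from −0.060 to 0.26, LHB from −0.041 to 0.20.

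Across the settings, the PPARalpha targets at 14 months stayed higher in BD 14. The difference with an array left out lay between 0.50 and 0.84, and the adjusted p passed the threshold in every setting run with the preset correlation. The array signal over background limits what could be tested: 19434 of 30367 probes passed the detection filter, and the simulated changes of 1 on the log2 scale were mostly missed at these group sizes.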

Differences from the paper's values

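The counts of probes in the authors' deposited values, among the 4 groups and between each pair, are tests chosen only after the result was seen. The other settings named, among them those values for Tables 6 and 7 and Fig. 5, were set before the data were examined.

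Among the 4 groups the paper gives 3017 genes (the paper's value), and limma gave 5 probes on the scanner values. None of 36 settings set before comes within a factor of 1.5 (0–192). The authors' deposited values, a setting chosen after seeing the values, hold only the 3017 entries they found significant, so that number was fixed in advance. Counts and calls from those values below rest on the same selection and are not independent evidence. In those values, column e of CD 3 matches none of the 22 arrays, with a smallest SD of the difference of 0.542 on the log2 scale. CD 3 rat 1, which was tested here, is in no column. Whether the paper's counts that involve CD 3 rest on the same rats as here therefore cannot be told. Without CD 3 replicate 1, limma gave 0 probes among the 4 groups and 4 between BD 3 and CD 3.

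Between BD 3 and CD 3 the paper gives 218 (the paper's value) against 0 by limma, with 1381 at an unadjusted p under 0.05 and 0 by the methods' test. Of 38 settings set before, only the Cy5 channel alone, with 262, does not differ by that factor, and the authors' deposited values, chosen after seeing the values, give 192. Between BD 14 and CD 14 the paper gives 1262 (the paper's value) against 0 by limma, with 893 at an unadjusted p under 0.05 and 1 by the methods' test. The 38 settings set before give 0–4, and the authors' deposited values, chosen after seeing the values, 1461.

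Between CD 14 and CD 3 the paper gives 282 (the paper's value) against 0 by limma, with 1970 at an unadjusted p under 0.05 and 1 by the methods' test. Of 38 settings set before, only leaving out CD 3 replicate 5, with 205, does not differ, and the authors' deposited values, chosen after seeing the values, give 282. Between BD 14 and BD 3 it gives 2255 (the paper's value) against 0 by limma, with 1446 at an unadjusted p under 0.05 and 1 by the methods' test. The 38 settings set before give 0–99, and the authors' deposited values, chosen after seeing the values, 2256.

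Between BD 14 and CD 3 the paper gives 2264 (the paper's value) against 61 by limma. The 37 settings set before give 0–1411, and the authors' deposited values, chosen after seeing the values, 2267. Between CD 14 and BD 3 it gives 142 (the paper's value) against 0 by limma, with 780 at an unadjusted p under 0.05 and 0 by the methods' test. The 37 settings set before give 0–3, and the authors' deposited values, chosen after seeing the values, 142.

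The paper lists the genes of Tables 6 and 7 as differing between the diets. Limma called 0 of 17 tested at 3 months (10 at an unadjusted p under 0.05) and 0 of 25 at 14 months (11 at an unadjusted p under 0.05). Settings that call some of Table 6 are the Cy5 channel alone (1), leaving out CD 3 replicate 5 (2) and the authors' deposited values (18). For Table 7 only the authors' deposited values do (120).

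The paper presents the microarray changes of GPX1, IRF7 and PRODH in Fig. 5. The scale and direction of the bars are not stated, and log2 of 3 minus 14 months was inferred because it matches these values, so the match is not independent evidence. On that scale the bars, read by eye, stand at about −0.8, about −1.5 and about 1.2 on the control diet and at about −1.0, about −1.7 and about 1.2 on BASE-diet in Fig. 5. The scanner values give −0.65, −1.71 and 1.07, and −1.02, −1.65 and 1.14, which do not differ from them. Limma calls none of the 6 changes, against 6 at an unadjusted p under 0.05. The authors' deposited values call all 6, the Cy5 channel alone calls IRF7 on both diets, array weights call GPX1 on BASE-diet, and leaving out CD 3 replicate 5 calls IRF7 on the control diet.

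The paper finds more genes regulated by age, in rats on BASE-diet, than by diet. After adjustment limma gave 0 probes for each of the 4 comparisons between the times or between the diets. At an unadjusted p under 0.05 time had more than diet, and this order did not hold in 9 of 17 other settings and 7 of the 22 fits with an array left out. With the slide as a block diet had more (2147 and 1516 against 1168 and 902).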

Other observations

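The tests of the authors' entries, of the columns of their table and of the pair of arrays in Table 7 were chosen only after the result was seen, while the tests of dim probes, of Table 7 against background, of the dye assignment and of other splits of the arrays were chosen before.

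Other splits of the same arrays were made, 100 for each comparison with the real one included. For the F test and BD 14 against CD 3, probes past the adjusted threshold were counted. For the others, probes at an unadjusted p under 0.05 were counted. A count as large came in 2 splits for the F test, 2 for BD 14 against CD 3 and 1 for BD 14 against BD 3. This makes chance unlikely for these counts, though the shares are not adjusted over the 8 comparisons. For BD 14 against BD 3 the count is 1446 probes at an unadjusted p under 0.05 by limma, of which none passed after adjustment. An other split exceeded the real value for the F test (6 against 5) and for BD 14 against CD 3 (159 against 61). Chance cannot be excluded for BD 3 against CD 3 (57), BD 14 against CD 14 (15), CD 14 against CD 3 (36), CD 14 against BD 3 (8) and the interaction (56). All BD 14 arrays lie on a slide without CD 3 or BD 3 arrays, and with the slide as a block BD 14 against CD 3 gave 0 probes by limma and 1172 at an unadjusted p under 0.05.

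Cy5 varied more than Cy3 over the arrays in 14674 of 19434 probes, and limma's F test gave 192 probes in Cy5 and 2 in Cy3. At an unadjusted p under 0.05 the F test gave 3807 probes in Cy5 and 2756 in Cy3. The median SD over arrays was 0.561 in Cy5 and 0.459 in Cy3, so Cy3 was not constant. The larger spread in Cy5 goes with the labels, by which Cy3 holds the common reference. It goes less well with a Cy3 channel of control rats.

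The authors' table of significant entries holds 3017 entries, of which 81 are control probes and 568 (18.8%) pass the detection filter. In 2003 (66.4%) both channels are surrogates on at least 0.5 of the arrays, against 17.6% of all non-control probes. Of the 192 entries that differ between BD 3 and CD 3, 139 (72.4%) pass the filter. Of the 1461 that differ between BD 14 and CD 14, 112 (7.67%) do, 81.8% have surrogates in both channels on at least 0.5 of the arrays, and 1348 are lower in BD 14. Such a surrogate ratio is nearly a single value on each array, with a mean of −1.14 ± 0.25 (SD, n = 6) in BD 14 and −0.72 ± 0.79 (SD, n = 6) in CD 14. It may account for part of these entries. Adding this ratio of each array as a term left 1985 of the 3017 entries over 17 arrays, against 1919 without it. On bright arrays such as CD 14 rat 3 the ratio (−1.83) lay far from the median of the authors' entries (0.15). That term therefore decides nothing.

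The entries that differ between BD 14 and CD 14 were also set against the slides. Both channels were surrogates in 78.5% of their values in BD 14, 79.5% in the CD 14 arrays of the same slide and 39.8% in the other CD 14 arrays. The median difference of BD 14 was −0.33 from the CD 14 arrays of the same slide and −1.35 from the others. In BD 14, 1344 of the 1461 entries (92.0%) were lower than on the same slide's CD 14 arrays, and 1348 were lower than on the others. A surrogate ratio is nearly a single value on each array, so these entries are not separate observations. The 2 counts therefore decide nothing about the slides. Over 17 arrays, 1919 of the 3017 entries passed by group means alone, and 9 passed with the slide added as a term. Since the slide term also takes up part of any difference by diet or time, slide and diet cannot be told apart for these entries.

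Probes not well above background at 14 months (9796) had a median difference between BD 14 and CD 14 of −0.607 in the processed-signal ratio, with 87.1% lower in BD 14. Normexp with its offset brings the ratios of such probes near 0 by construction, so it gives no comparison, and in Cy5 alone the median difference was −0.159 with 64.1% lower. CD 14 arrays on the slide of the BD 14 arrays had a mean of −0.84 there and the others 0.11, against −1.04 in BD 14. An array-wide shift of dim probes by background or dye normalization is consistent with these values.

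Of the Table 7 genes, 19 were well above background on every array of CD 14 or of BD 14, so that signal at background may lie behind most of the others. Of the 52 genes well above background on exactly 2 of the 14-month arrays, 51 were so on CD 14 rats 1 and 3. These arrays had 90.6% and 88.8% of their spots well above background, the most of the 14-month arrays, and 109 and 105 Table 7 genes above it, against 24 to 35 on the other 10. The brightness of these arrays is a candidate explanation, and no biological one was tested.

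In the authors' table, 21 of 22 columns match an array with an SD of the difference of at most 0.0739 on the log2 scale. The columns a to d of CD 3 match CD 3 rats 2 to 5. Column e matches none of the 22, with a smallest SD of 0.542, which argues against an array of another name among them, and CD 3 rat 1 is in no column. A rejected array or other processing stays open.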
